# RNA-Seq Reveals Dynamic Changes of Gene Expression in Key Stages of Intestine Regeneration in the Sea Cucumber *Apostichopus japonicas*

**DOI:** 10.1371/journal.pone.0069441

**Published:** 2013-08-06

**Authors:** Lina Sun, Hongsheng Yang, Muyan Chen, Deyou Ma, Chenggang Lin

## Abstract

**Background:**

Sea cucumbers (Holothuroidea; Echinodermata) have the capacity to regenerate lost tissues and organs. Although the histological and cytological aspects of intestine regeneration have been extensively studied, little is known of the genetic mechanisms involved. There has, however, been a renewed effort to develop a database of Expressed Sequence Tags (ESTs) in *Apostichopus japonicus*, an economically-important species that occurs in China. This is important for studies on genetic breeding, molecular markers and special physiological phenomena. We have also constructed a library of ESTs obtained from the regenerative body wall and intestine of *A. japonicus*. The database has increased to ∼30000 ESTs.

**Results:**

We used RNA-Seq to determine gene expression profiles associated with intestinal regeneration in *A. japonicus* at 3, 7, 14 and 21 days post evisceration (dpe). This was compared to profiles obtained from a normally-functioning intestine. Approximately 5 million (M) reads were sequenced in every library. Over 2400 up-regulated genes (>10%) and over 1000 down-regulated genes (∼5%) were observed at 3 and 7dpe (log_2_Ratio≥1, FDR≤0.001). Specific “Go terms” revealed that the DEGs (Differentially Expressed Genes) performed an important function at every regeneration stage. Besides some expected pathways (for example, Ribosome and Spliceosome pathway term), the “Notch signaling pathway,” the “ECM-receptor interaction” and the “Cytokine-cytokine receptor interaction” were significantly enriched. We also investigated the expression profiles of developmental genes, ECM-associated genes and Cytoskeletal genes. Twenty of the most important differentially expressed genes (DEGs) were verified by Real-time PCR, which resulted in a trend concordance of almost 100% between the two techniques.

**Conclusion:**

Our studies demonstrated dynamic changes in global gene expression during intestine regeneration and presented a series of candidate genes and enriched pathways that contribute to intestine regeneration in sea cucumbers. This provides a foundation for future studies on the genetics/molecular mechanisms associated with intestine regeneration.

## Introduction

Regeneration, which can be described as the regrowth, or repair, of cells, tissues and organs, is a widespread phenomenon found among certain metazoans [1], [2]. Besides its obvious advantages in terms of survival, regeneration also enhances the adaptive capacities of a species within its natural environment [3]. A considerable amount of research has focused on the fundamental biology of regeneration, including cell dedifferentiation, transdifferentiation, proliferation and migration. There is, however, a need for further studies into key aspects of regeneration, such as the target genes associated with the regenerative processes, and the molecular mechanisms involved [2], [4].

Echinodermata possess spectacular regenerative capacity [1], [3]. The sea cucumbers (Holothuroidea) are capable of regenerating most tissues and organs, including the intestine, respiratory tree, gonads and the body wall. They are thus considered as excellent models for organ regeneration studies [1], [5], [6], [7]. Regeneration has been the topic of considerable research, with an emphasis on visceral (intestine) regeneration, including the histological changes (for example, tissue layer changes in the intestine wall and changes in the radial nerve cord) and cellular events (cell origin, migration and proliferation) associated with such regeneration [8], [9], [10], [11], [12], [13], [14]. Nevertheless, due to the lack of information on the genome of sea cucumbers, only relatively few genes – such as Ependymin, Wnt9, Bmp1 and Serum amyloid A *etc.* – have been screened, recognized and analyzed, using traditional methods [11], [15], [16]. A greater effort on the study of the molecular/genetic mechanisms involved in intestine regeneration in the Holothuroidea is therefore needed.

Pablo et al. constructed an EST library (∼5000 ESTs) and used a microarray technique to analyze gene expression profiles during intestine regeneration in the cucumber *Holothuria glaberrima* [7], [10]. However, approximately 5000 ESTs generated by Sanger sequencing were not nearly sufficient to cover the transcriptome of sea cucumber. Moreover, because of limitations due to lower throughput, high background noise and lower sensitivity of microarray, it's hard to obtain high-quality global gene expression profiles. The development of an ultrahigh-throughput sequencing RNA-Seq technique, however, provided a powerful alternative technology for gene expression profiling [17], [18]. The RNA-Seq technique has the potential to overcome microarray limitations and provide an expression profile with a greater and reproducible dynamic range. RNA-Seq has been successfully applied to many research projects, including the transcriptional landscape of the yeast genome, research on sulfur-deprived *Chlamydomonas* cell survival and mapping, as well as the quantification of mammalian transcriptomes [19], [20], [21].

In a previous study, our team constructed a transcriptome of the regenerative body wall (after 4 days of regeneration) and intestine (7dpe) in *A. japonicus* by 454 life sequencing which, to a large extent, increased the EST information required for a molecular mechanism study on regeneration [22]. This research was, however, of a preliminary nature, in contrast with the present study on intestine regeneration in *A. japonicus,* which includes five key stages: wound healing (0–3dpe), blastema formation (3–7dpe), lumen formation (7–14dpe), intestine differentiation (14–21dpe) and growth (21dpe-) [23]. The following processes took place during different stages: Stage I: activation of damage repair capacity in response to injury, so as to accumulate energy in preparation for regeneration [24]; Stage II: formation of the blastema, which encompasses cell migration, dedifferentiation and transdifferentiation; Stage III: luminal epithelium growth by cell division and migration, which results in lumen formation of new intestine; Stage IV: gradual development of the intestine to form a complete structure in which the digestive and absorptive functions are restored. Stage V: enlargement of the intestine to reach its original normal size. This process can thus be described as a continuous dynamic change in the gene expression that underlies the molecular mechanisms involved in regeneration.

In the present study, we used RNA-Seq to determine the global dynamic changes in the gene expression profile, occurring during the intestine regeneration in *A. japonicus*. For robustness, the reference library, which integrated nine transcriptomes, (in all ∼30,000 isotigs), included all tissues of sea cucumbers at every developmental stage (embryo, larva, white juvenile and black juvenile) and under different physiological conditions, i.e. active, regeneration and aestivation conditions [22], [25]. Based on this premise, we compared the expression profiles of the intestine in a Normal situation (with intact intestine) with those recorded at 3, 7, 14, 21 days post evisceration (dpe). The global dynamic changes in gene expression during each of these stages were analyzed. The sampling time covered all stages of intestine regeneration. As expected, a total of up to 5119 DEGs associated with intestine regeneration were identified. Furthermore, gene ontology (GO) and pathways enrichment analysis were conducted for investigating the main function of DEGs and providing an overview of the gene regulation process during intestine regeneration. For example, “organic substance transport” was only observed at 3dpe, which indicated that during the early stage of the process sufficient nutritional and energy resources were assembled to enable the commencement of regeneration. Besides the expected pathways, the enriched “Notch signaling pathway”, “ECM-receptor interaction” and “Cytokine-cytokine receptor interaction” were substantially activated during intestine regeneration. It should be noted that little overlap was observed between the screened top DEGs when comparing our results with those of Pablo et al. To sum up, our work may provide a more representative basis for the future study of molecular mechanisms associated with intestine regeneration.

## Materials and Methods

### Ethics Statement

Not applicable. Our research did not involve human participants or samples.

### Animals

Adult sea cucumbers, *A. japonicus* (70–100 g), were collected from the coast of Qingdao, Shandong Province and cultured in a laboratory for 1 week in sea water at 15–17°C, prior to setting up the experiment. Evisceration was induced by injecting about 2 ml 0.35 M KCl into the coelom [6], [10], [16]. The non-eviscerated sea cucumbers (control) were fed once a day. All sea cucumbers were anesthetized in 6% MgCl_2_ for about 1 h before being sacrificed. 15 individuals per stage, at 3, 7, 10, 14 and 21 days post evisceration (dpe) were used for our experiments. 15 non-eviscerated sea cucumbers served as the control. The dissected normal and regenerative intestines were frozen and stored in liquid nitrogen.

### RNA preparation and cDNA synthesis

Total RNA from regenerative (from animals at 3 dpe, 7 dpe, 14 dpe, 21 dpe) and normal intestines (control) was extracted and DNase-treated using RNeasy Mini Kit and RNase-Free DNase Set (Qiagen, Germany), following the manufacturer' s instructions. The quality and concentration of RNA were measured by NanoDrop 1000 (Thermo). Total RNA from 15 individuals per stage were pooled. The starting amount of RNA was 1ug per pool (including 15 individuals). After that, the mRNA in total RNA was enriched by using the oligo(dT) magnetic beads. After the addition of fragmentation buffer, the mRNA was interrupted and formed short fragments (∼200 bp). The first strand cDNA was then synthesized by the random hexamer-primer, using the mRNA fragments as templates. Buffer, dNTPs, RNase H and DNA polymerase I were added to synthesize the second strand. The double strand cDNA was purified using the QiaQuick PCR extraction kit, and washed with EB buffer so as to facilitate end repair and the addition of a single nucleotide A (adenine). Finally, sequencing adaptors were ligated to the fragments. The required fragments were purified by means of agarose gel electrophoresis and enriched by PCR amplification. The library products were then ready for sequencing analysis via Illumina HiSeq™ 2000 (BGI, Shenzhen).

### Sequence annotation, assessment and gene expression levels

The original image data was transferred into sequence data by base calling (using CASAVA version 1.5+, defined as ‘raw reads’) and saved as fastq files that include the detailed reads sequences and the reads quality information. Specifically, if the sequencing error rate is denoted as E, Illunima HiSeq™ 2000, and the base quality value is denoted as sQ, the relationship is as follows: sQ  = −10lgE. To obtain clean reads, it is necessary to remove the dirty raw reads prior to data analysis. This process encompasses the following procedures: (1) remove reads with adaptors; (2) remove reads in which unknown bases are greater than 10%; (3) remove low-quality reads (the percentage of the low quality bases of quality value ≤5 is more than 50% in a read).

A comparison of “clean reads” by SOAPaligner/soap2 was carried out using the reference databases from large-scale transcriptome profiling [22], [25]. Assessment of sequencing was conducted in five steps: sequence reads quality assessment, statistics of alignment analysis, sequencing saturation analysis, distribution of reads on reference genes, and gene coverage analysis. Mismatches of no more than two bases were allowed in the alignment. The number of clean tags was calculated and normalized, using the RPKM method (Reads Per kb Million reads) [21].

### Screening of differentially expressed genes (DEGs)

According to the Audic et al.'s algorithm, a strict algorithm to identify differentially expressed genes between two samples was developed [26]. The P value was used to detect the difference in gene expression in two different samples [27]. If the P value is less than1E-238 (P<1E–238 ), the P value is given the value “0”. The FDR (False Discovery Rate) was estimated, to determine the threshold of P-value. The “FDR≤0.001 and the absolute value of log_2_Ratio≥1” was used as the threshold to judge the significance of gene expression difference. All DEGs were screened by program “stastistic” written using Language C. Previous studies have demonstrated that 48 genes differentially expressed responding to the injection [28]. However, the intestine regeneration may involve the regulation of immune genes. Hence, These genes were not subtracted from the regeneration profile.

### Gene ontology and Pathway enrichment analysis

Gene Ontology (GO) is an international standardized gene functional classification system which offers a dynamic-updated controlled vocabulary and a strictly defined concept to comprehensively describe properties of genes and their products in any organism. GO has three ontologies: molecular function, cellular component and biological process. The basic unit of GO is GO-term. Pathway-based analysis helps to further understand genes biological functions. KEGG is the major public pathway-related database. The first stage is to map all DEGs to GO terms in the database (http://www.geneontology.org/) using program Blast2GO and KEGG (http://www.genome.jp/kegg/) using KEGG Automatic Annotation Server (KAAS) and calculated gene numbers, after which the hypergeometric test is used to find significantly-enriched GO terms and pathways in DEGs. GO terms conforming to p-value through Bonferroni Correction≤0.05 were defined as significantly enriched GO terms and pathways [29].

### Real-time PCR validation

To validate RNA-seq results, some significant DEGs were chosen to carry out Real-time PCR. According to the sequence information in the transcriptome database, primers were designed for optimal performance using the primer3 (Table S1). The RNA that was used to synthesize cDNA was the same as that used to RNA-seq. The first strand cDNA was synthesized in 25 μl reaction system as follows. Firstly, 4 μl RNA and 1μl oligodT18 was degenerated at 70°C for 5 min. Then, 1 μl M-MLV reverse transcriptase (Promega), 5 μl M-MLV buffer (25 mmol/L KCl, 10 mmol/L Tris-HCl, 0.6 mmol/L MgCl2, and 2 nmol/L DTT, pH 8.3), 5 μl dNTP, 1 μl ribonuclease inhibitor and 8 μl RNase-free water were added at 42°C for 1 h. The synthesized cDNAs were diluted with RNase-free water and stored at −80°C for subsequent quantitative real-time PCR.

The mRNA expression levels were determined using the SYBR Green® real-time PCR assay with an Eppendorf Mastercycler®ep realplex (Eppendorf, Hamburg, Germany). The amplification volume was 25 μL, containing 12.5 μL of SYBR GreenMasterMix (Takara), 0.5 μL (each) of forward and reverse primer (10 μM), 1 μL of diluted cDNA, and 10.5 μL of RNase-free water. Thermal cycling was as follows: (1) 95°C for 5 s; (2) 40 cycles at 95°C for 10 s, 60°C for 20 s and 72°C for 30 s. The melting curve analysis of the amplification products was done to demonstrate the specificity of the PCR products. NADH dehydrogenase (NADHF, NADHR, Table S1) was used as a housekeeping gene for internal standardization [7], [16], [22], [30]. The 2−△△CT method was used to analyze the expression level. Five biological pools (N = 5), with each pool (3 dpe, 7 dpe, 14 dpe, 21 dpe and Normal) being mixed with three different sea cucumber individuals (n = 3 animals) were analyzed, because of the small quantity of regenerative intestine. All data were given as mean ± S.E. (N = 5) and the level of statistical significance was set at P<0.05. Analysis was carried out using SPSS16 software.

## Results

### Reads sequencing, quantification and assembly

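Intestine of *A. japonicus* was sequenced as 5 RNA-Seq libraries, 1 from animals that had kept their intestine (Normal) and 1 each from regenerating intestine on day 3, 7, 14 or 21 after evisceration (written as 3dpe to 21dpe). Evisceration is the expulsion of the gut, after which the sea cucumber grows a new one. RNA of 15 animals was pooled for each library, so each condition is 1 library with no replicates. The libraries alone give no replicate check of any difference between them. The paper's RT-PCR of selected genes used 5 pools of 3 animals per stage. Its methods state that the RNA was the same as for RNA-Seq. The authors removed reads with adaptors, unknown bases or low quality and aligned the others with SOAPaligner/soap2 to a reference transcriptome assembled from pyrosequencing reads. For each isotig, an assembled transcript that the paper calls a gene, they deposited the number of reads mapped to it alone, its length, the percent of its length covered by reads and its RPKM (reads scaled by isotig length and by library total). These unique reads summed to 1250409 in Normal, 1298097 at 3dpe, 1431558 at 7dpe, 1376454 at 14dpe and 1328904 at 21dpe. The paper also gives the larger numbers of sequenced, clean and mapped reads; the deposited RPKM and the values given here use the unique reads. At this depth 3 reads on an isotig of 1 kb correspond to an RPKM of 2.4 in Normal and 2.1 at 7dpe. From the counts, each stage was compared with Normal by the exact test of Audic and Claverie, which the paper's methods name, with the library totals as scale and Benjamini-Hochberg FDR. An isotig was counted as a DEG at an FDR of at most 0.001 and an absolute log2 ratio of RPKM of at least 1, with an RPKM of 0 set to 0.001 in the ratio. Intervals of log2 ratios are 95% exact (Clopper-Pearson) intervals from the reads of both libraries. They hold the sampling of reads and not the spread between animals. Several choices could change the numbers. The 10 isotigs with most reads held 25.93% of the unique reads in Normal, against 16.68% at 3dpe, 13.39% at 7dpe, 15.47% at 14dpe and 18.72% at 21dpe, and scaling by library totals leaves that difference in. TMM factors of edgeR and median-of-ratios size factors of DESeq2, which are meant to remove it, were therefore tried as alternatives. The spread between animals was tried as an assumed biological coefficient of variation (BCV) of 0.1 or 0.4 in edgeR's exact test. Each library pools 15 animals, which averages over them, so libraries should differ less than single animals do. Which BCV applies between such pools is not known here. No genome coordinates are given for isotigs in the files analysed here.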

A total of 4 868 208, 4 727 453, 5 030 570, 4 715 682 and 4 877 984 reads were sequenced using RNA-Seq technique in Normal, 3dpe, 7dpe, 14dpe and 21dpe libraries, respectively, which have been submitted to NCBI (accession NO. GSE44995; Table 1). After trimming the dirty raw reads (reads with adaptors, more than 10% unknown bases and over 50% bases of quality value ≤5), 4 848 595, 4 708 854, 5 011 237, 4 696 545 and 4 855 872 clean reads were obtained in Normal, 3dpe, 7dpe, 14dpe and 21dpe libraries, respectively. (Table 1). The map reference transcriptome from 454 life sequencing contains nine library- embryos (4 h, 23 h); larvae (30 h, 6d,8d, 10d); white juveniles (16d, 22d); black juveniles (32d, 37d); female gonads; male gonads; intestine, respiratory trees and coelomic fluids from active adults; intestine, respiratory trees and coelomic fluid from aestivating adults; and regenerating intestine and body wall. Therefore there are abundant expressed sequence tags (29 667 ESTs) in the reference transcriptome to cover the whole transcriptome [22], [25]. In the present study, 2 332 657, 2 084 836, 2 276 114, 2 230 612 and 2 395 628 reads in five libraries – which accounted for 48.11%, 44.27%, 45.42%, 47.49% and 49.33% of total clean reads, respectively – were mapped to 22691 isotigs (unigenes) from the reference transcriptome data. 

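In the deposited counts, 22691 isotigs had at least 1 unique read in any of the 5 libraries, and 16396 had reads in all of them (no replicates). Reads that mapped to more than 1 isotig are in the paper's mapped totals but not in the files analysed here, so all values below rest on the unique reads.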

Only perfect match reads and ≤2 mismatch reads were counted. Further analysis revealed that 53.6% (1 250 409/2 332 657), 62.3% (1 298 097/2 084 836), 62.9% (1 431 558/2 276 114), 61.7% (1 376 454/2 230 612) and 55.5% (1 328 904/2 395 628) unique reads in five libraries matched to only one gene in sea cucumber transcriptome.

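The unique read counts in the files summed to the numerators of these percentages, from 1250409 in Normal to 1431558 at 7dpe (no replicates). Among detected isotigs, the median number of unique reads was 11 in Normal, 14 at 3dpe, 15 at 7dpe, 14 at 14dpe and 13 at 21dpe. The median percent of an isotig's length covered by reads was 39.2% in Normal, 47.4% at 3dpe, 49.1% at 7dpe, 45.6% at 14dpe and 45.4% at 21dpe. An isotig that resembles another loses the reads both share, because only unique reads were counted.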

**Table 1:** Summary alignment statistics in Normal, 3dpe, 7dpe, 14dpe and 21dpe libraries.

	Normal		3dpe		7dpe		14dpe		21dpe	
Map to Gene	readsnumber	percentage	reads number	percentage	reads number	percentage	reads number	percentage	reads number	percentage
**Total Reads**	4868208	100.00%	4727453	100.00%	5030570	100.00%	4715682	100.00%	4877984	100.00%
**Total clean Reads**	4848595	99.6%*	4708854	99.61%	5011237	99.62%	4696545	99.59%	4855872	99.55%
**Total BasePairs**	2.38 E+08		2.3 E+08		2.46E+08		2.3E+08		2.38E+08	
**Total Mapped Reads**	2332657	48.11%#	2084836	44.27%	2276114	45.42%	2230612	47.49%	2395628	49.33%
**perfect match**	1687851	34.81%#	1476471	31.36%	1603772	32.00%	1588510	33.82%	1735483	35.74%
**< = 2bp mismatch**	644806	13.30%#	608365	12.92%	672342	13.42%	642102	13.67%	660145	13.59%
**unique match**	1250409	25.79%#	1298097	27.57%	1431558	28.57%	1376454	29.31%	1328904	27.37%
**multi-position match**	1082248	22.32%#	786739	16.71%	844556	16.85%	854158	18.19%	1066724	21.97%

### Sequencing Saturation Analysis

Saturation of the library is related to the depth of sequencing. When barely any new genes are detected, sequencing reaches saturation. With the number of reads increasing, the number of detected genes increased. The more reads were sequenced, the better results were achieved. Figure S1 indicates that, the percentage of detected genes was less than 2% when the number of reads increased from 4 to 5M. ∼5 M reads sequenced in each library provide sufficient coverage depth to achieve good results. 

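The curves of Figure S1 run over sequenced reads, which are not in the files analysed here, so saturation was computed on the unique reads. When 80% of the unique reads of a library are drawn at random, 18007 isotigs are expected to be detected in Normal, against 18511 with all of them, a gain of 2.73% over the last part of the reads. The same gain was 2.18% at 3dpe, 2.04% at 7dpe, 2.19% at 14dpe and 2.2% at 21dpe (no replicates). Detection here means at least 1 unique read. With a minimum of 10 unique reads, 9844 isotigs remained in Normal and 12536 at 7dpe. The paper reasons that few further genes appear as reads are added, and concludes that the depth of each library is sufficient.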

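At least 1 unique read was found for 18511 isotigs in Normal, which is 81.58% of all isotigs with reads (95% Wilson interval 81.07 to 82.08; no replicates). The regeneration libraries had 20365 isotigs at 3dpe (89.75%, 89.35 to 90.14), 20529 at 7dpe (90.47%, 90.08 to 90.85), 20056 at 14dpe (88.39%, 87.96 to 88.8) and 19629 at 21dpe (86.51%, 86.05 to 86.94). The intervals of 3dpe and 7dpe overlap. They treat the isotigs as a random sample and hold neither the sampling of reads nor the spread between animals. The overlap therefore cannot tell whether the stages differ. When every library was drawn down to the smallest total of 1250409 unique reads, 20296 isotigs were detected at 3dpe, 20287 at 7dpe, 19858 at 14dpe and 19507 at 21dpe. A minimum of 10 unique reads moved the counts most, to 9844 in Normal, 12004 at 3dpe, 12536 at 7dpe, 11810 at 14dpe and 11458 at 21dpe. From the number of detected genes, the paper ranks the size of the transcriptome in the 5 libraries.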

Sequencing saturation analysis also presented the transcriptome size in the five libraries: R3 = R7>R14>R21>Normal.

### Differentially expressed genes (DEGs)

The RNA-seq results showed sequential large-scale genes expression profiles at 3dpe, 7dpe, 14dpe and 21dpe during intestine regeneration in *A. japonicus*. The transcripts detected with at least two-fold differences (log_2_Ratio≥1) are classified as DEGs (FDR≤0.001) (Figure 1). Scatterplot was applied, to graphically describe the expression profile of global differential genes. A large number of genes were differentially expressed at a high level between normal and regenerative libraries, especially at the early stage of intestine regeneration (Figure 1). 

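Of the 22691 isotigs, 3514 (15.49%) were DEGs at 3dpe against Normal, 3604 (15.88%) at 7dpe, 2561 (11.29%) at 14dpe and 1566 (6.9%) at 21dpe (no replicates). In all, 5189 isotigs (22.87%) were DEGs at 1 or more stages, and 867 were DEGs at all 4 stages, of which 447 were up-regulated and 414 down-regulated at each stage. A further 1881 passed the threshold at 1 stage only. The test sees the sampling of reads and not the spread between animals. When that spread was put in as an assumed BCV of 0.4 in edgeR's exact test, 277 DEGs were left at 3dpe, 229 at 7dpe, 52 at 14dpe and 24 at 21dpe. With an assumed BCV of 0.1, 2706, 2820, 1879 and 1078 were left at the same stages. From the number of DEGs per stage, the paper concludes that differential expression was largest early in regeneration.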

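At 3dpe, 2415 isotigs were up-regulated (10.64% of 22691, 95% Wilson interval 10.25 to 11.05) and 1099 were down-regulated (4.84%, 4.57 to 5.13) against Normal (no replicates). At 7dpe, 2520 isotigs were up-regulated (11.11%, 10.7 to 11.52) and 1084 were down-regulated (4.78%, 4.51 to 5.06). The number of up-regulated DEGs was 2.2 times that of down-regulated DEGs at 3dpe and 2.32 times at 7dpe. The isotigs down-regulated at 3dpe held 30.38% of the unique reads in Normal and 2.9% at 3dpe. Apart from an assumed BCV of 0.4, the choice of scaling moved these counts most. TMM effective library sizes gave 1056 up-regulated and 1831 down-regulated DEGs at 3dpe, and 1220 and 1825 at 7dpe. Median-of-ratios size factors gave 1053 up and 1838 down at 3dpe, and 1144 up and 1906 down at 7dpe.

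**Figure D1:**
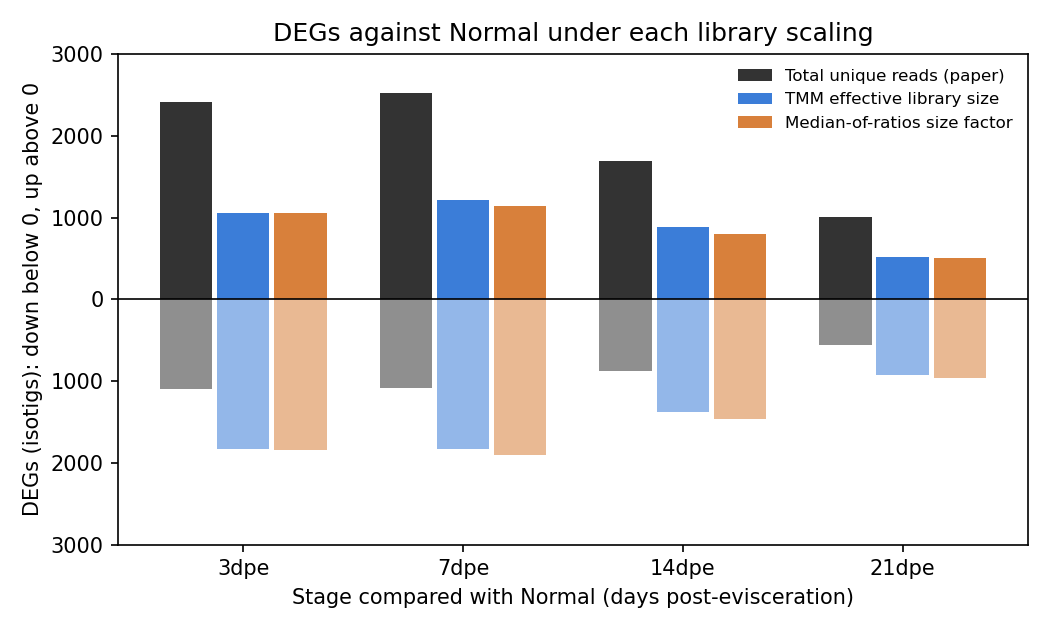
Number of DEGs up-regulated (above 0) and down-regulated (below 0) against Normal on the y axis for each regeneration stage on the x axis, counted with library totals, TMM effective library sizes and median-of-ratios size factors (1 library per condition, no error bars). With library totals the up-regulated DEGs outnumber the down-regulated ones at every stage (2415 against 1099 at 3dpe), and with either of the other scalings they are fewer (1056 against 1831 at 3dpe with TMM).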

For example, when compared to Normal, 2415 up-regulated genes (10.64%, 2415/22691) and 1099 (4.84%, 1099/22691), the down-regulated genes were observed at 3dpe; and 2520 (11.11%, 2520/22691) up-regulated genes and 1084 (4.78%, 1084/22691) down-regulated genes were screened at 7dpe. 

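At 14dpe, 1690 isotigs were up-regulated and 871 were down-regulated against Normal (no replicates). At 21dpe, 1012 were up-regulated (4.46%, 95% Wilson interval 4.2 to 4.74) and 554 were down-regulated (2.44%, 2.25 to 2.65). The median log2 ratio of the up-regulated DEGs was 2.13 at 3dpe, 2.13 at 7dpe, 1.9 at 14dpe and 1.89 at 21dpe. For the down-regulated DEGs it was -2.77, -2.47, -1.97 and -1.89 at the same stages. At 21dpe, TMM effective library sizes gave 521 up-regulated and 922 down-regulated DEGs, and an assumed BCV of 0.4 left 11 and 13. The paper takes these numbers as a gradual decrease in the number and level of DEGs.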

The number and expression level of DEGs gradually decreased in the 21dpe library, and only 1012 (4.46%, 1012/22691) up-regulated genes and 554 (2.44%, 554/22691) down-regulated genes were observed. In addition, we also developed a strategy to focus on key regeneration genes by comparing gene expression between two libraries (3dpe and 7dpe) during the early stages of regeneration. 

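Between 3dpe and 7dpe, 255 isotigs had the higher expression at 3dpe (1.12% of 22691, 95% Wilson interval 0.99 to 1.27) and 280 had the lower expression at 3dpe (1.23%, 1.1 to 1.39), 535 DEGs in all (no replicates). The 535 rows of Table S2 hold the same 255 up-regulated and 280 down-regulated isotigs. Of these DEGs, 479 were also DEGs against Normal at 1 or more stages. With median-of-ratios size factors, 274 were up-regulated and 262 down-regulated, and with TMM effective library sizes 252 and 284. The count was sensitive to spread between animals: in edgeR's exact test, a BCV of 0.1 left 131 up-regulated and 148 down-regulated DEGs, and a BCV of 0.4 left 0 and 3.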

Only 280 up-regulated genes and 256 down-regulated were observed at 3dpe, in comparison with 7dpe (Table S2).

**Figure 1:**
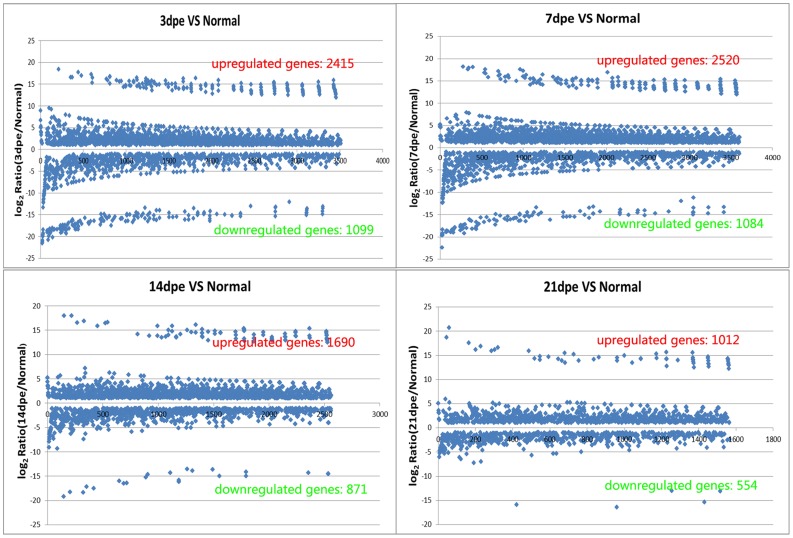
The change level of global differential expression genes during intestine regeneration in sea cucumber *A. japonicus*. The principle "FDR≤0.001 and the absolute value of log2Ratio≥1” was used as a threshold to screen DEGs. The figure showed that not only a large number of genes were differentially expressed, but the change fold of differentially expression was at a high level, especially at the early stage of intestine regeneration.

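The largest log2 ratio of an up-regulated DEG against Normal was 18.48 at 3dpe, 18.09 at 7dpe, 17.97 at 14dpe and 20.64 at 21dpe (no replicates). The most negative log2 ratio was -21.52 at 3dpe, -22.49 at 7dpe, -19.16 at 14dpe and -16.5 at 21dpe. All of these belong to isotigs with 0 reads in 1 of the compared libraries, where the size of the ratio depends on the RPKM of 0.001 put in place of 0. With 1 read added to each count, the largest ratios, which need not belong to the same isotigs, were 8.58, 8.13, 8.57 and 9.19, and the most negative were -12.31, -13.45, -9.08 and -6.32. The median log2 ratio of the up-regulated DEGs changed less, from 2.13 to 2.04 at both 3dpe and 7dpe. The paper reads Figure 1 as a high level of change, most of all early in regeneration.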

There were occasional No Reads observations in some libraries, resulting in the high change fold of DEGs between two libraries. 

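Among the up-regulated DEGs, 196 at 3dpe, 169 at 7dpe, 77 at 14dpe and 55 at 21dpe had 0 unique reads in Normal (no replicates). Their median number of reads at the stage was 19, 23, 21 and 19. Among the down-regulated DEGs, 165 at 3dpe, 102 at 7dpe, 22 at 14dpe and 5 at 21dpe had 0 reads at the stage. At all 4 stages, every up-regulated DEG with a log2 ratio of 10 or more was such an isotig. An isotig with 0 reads is below the smallest share the depth can show, 3 reads or 0.00024% of the unique reads in Normal, which does not mean that its transcript is absent. The setting that moved these ratios most was 1 read added to each count, which took the log2 ratio of Rp2 Lipase (isotig27803) at 3dpe from -21.52 to -10.57.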

In such cases, though, it was difficult to assess the real difference of DEGs. In addition, some mapped genes with no reference information in the NCBI database could not be annotated. These unknown genes were hard to analyze and in such situations we here showed the representative top 10 DEGs, based on the criteria (Tables 2,3,4,5 and 6). When the number of reads mapping to one gene is 0 in one library, the counterpart must be more than 100 in the other library. As shown on the top DEGs list, most DEGs – such as low density lipoprotein-related protein 2-like, orthodenticle, cyclin B3 Hu/elav isoform 7, Rp2 Lipase, proprotein convertase subtilisin/kexin type 9 – were significantly differentially expressed throughout the intestine regeneration (Figure 2, Tables 2,3,4 and 5). 

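Tables 2 to 5 name 50 isotigs, of which 36 were DEGs at all 4 stages, 12 at 3 stages and 2 at 2 stages (no replicates). In 30 of their 80 entries, 1 of the libraries had 0 reads, and the fewest reads in its counterpart were 104. Low density lipoprotein-related protein 2-like (isotig19602) had 0 reads in Normal and 389, 130, 19 and 21 reads at 3, 7, 14 and 21dpe. Its log2 ratio at 3dpe was 18.48 (lower 95% bound 6.66), and 8.55 with 1 read added to each count. Orthodenticle (isotig14713) rose from 1 read in Normal to 146 at 3dpe, a log2 ratio of 7.14 (4.64 to 12.45), and had 0 reads at 21dpe (FDR 0.7). Cyclin B3 (isotig20604) had 11 reads in Normal, 1189 at 3dpe (log2 ratio 6.70, 5.86 to 7.71) and 4 at 21dpe, where the change was not past the threshold (-1.55, -3.65 to 0.21, FDR 0.19). Hu/elav isoform 7 (isotig04941) had 4 reads in Normal, 396 at 3dpe, 556 at 7dpe and 2 at 21dpe (FDR 0.67 at 21dpe). Rp2 Lipase (isotig27803) fell from 1463 reads in Normal to 0, 1, 13 and 39 reads at the 4 stages. Proprotein convertase subtilisin/kexin type 9 (isotig27993) fell from 846 reads to 0, 1, 6 and 36 and was down-regulated at every stage (log2 ratio -4.64 at 21dpe, -5.17 to -4.16, FDR 2.9e-210). From such changes, the paper concludes that most of the top DEGs were differentially expressed throughout regeneration.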

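Kelch-like ECH-associated protein 1 (isotig20235) had 25 reads at 3dpe and 4 at 7dpe, a log2 ratio of 2.79 (95% interval 1.25 to 4.77, FDR 0.00046; no replicates). HORMA domain containing 1-like (isotig14600) had 167 and 39 reads (2.24, 1.73 to 2.78, FDR 5.8e-21), and Human Fc gamma BP (isotig26466) had 33 and 8 (2.19, 1.04 to 3.51, FDR 0.00043). Lactase-phlorizin hydrolase (isotig08881) was the most abundant of the isotigs of Table 6 that were lower at 3dpe, with 31 reads at 3dpe and 2071 at 7dpe (-5.92, -6.48 to -5.41). Annexin A7 (isotig15821) had 7 and 741 reads (-6.58, -7.9 to -5.53, FDR 5.8e-191). An assumed BCV of 0.4 moved the calls of this comparison most: 3 DEGs were left, all lower at 3dpe. From this comparison, the paper screens genes that differ between the early stages.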

Some special DEGs–kelch-like ECH-associated protein 1, HORMA domain containing 1-like and Human Fc gamma BP et al – were screened at 3dpe Vs 7dpe (Table 6). Unknown DGEs with high change fold were also notable, since they might correspond to novel sea cucumbers-specific sequences associated with their striking regenerative capacities. 

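Of the 1566 DEGs at 21dpe, whose full list is in Table S6, 660 (42.15%) have no Blast hit there (no replicates). Over all 4 stages, 1761 of the 5189 DEGs have no Blast hit in the supplementary tables, 2348 have one, and 1080 lie in the part of those tables that was not available. Among the isotigs that those tables list without a Blast hit and that had no reads in Normal, isotig16220 had the most reads, 618 at 21dpe and 417 at 14dpe. Its log2 ratio at 21dpe was 18.59 (lower 95% bound 7.3, FDR 4.5e-176), and adding 1 read to each count brought it to 9.19. Isotig19873 had 136, 319, 282 and 194 reads at the 4 stages and 0 in Normal. The paper reasons that unknown DEGs with a large change may be sequences specific to sea cucumbers that are linked to regeneration.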

Unknown DEGs with high change fold can be found in Table S3, S4, S5, S6 for further comprehensive and specific research.

**Figure 2:**
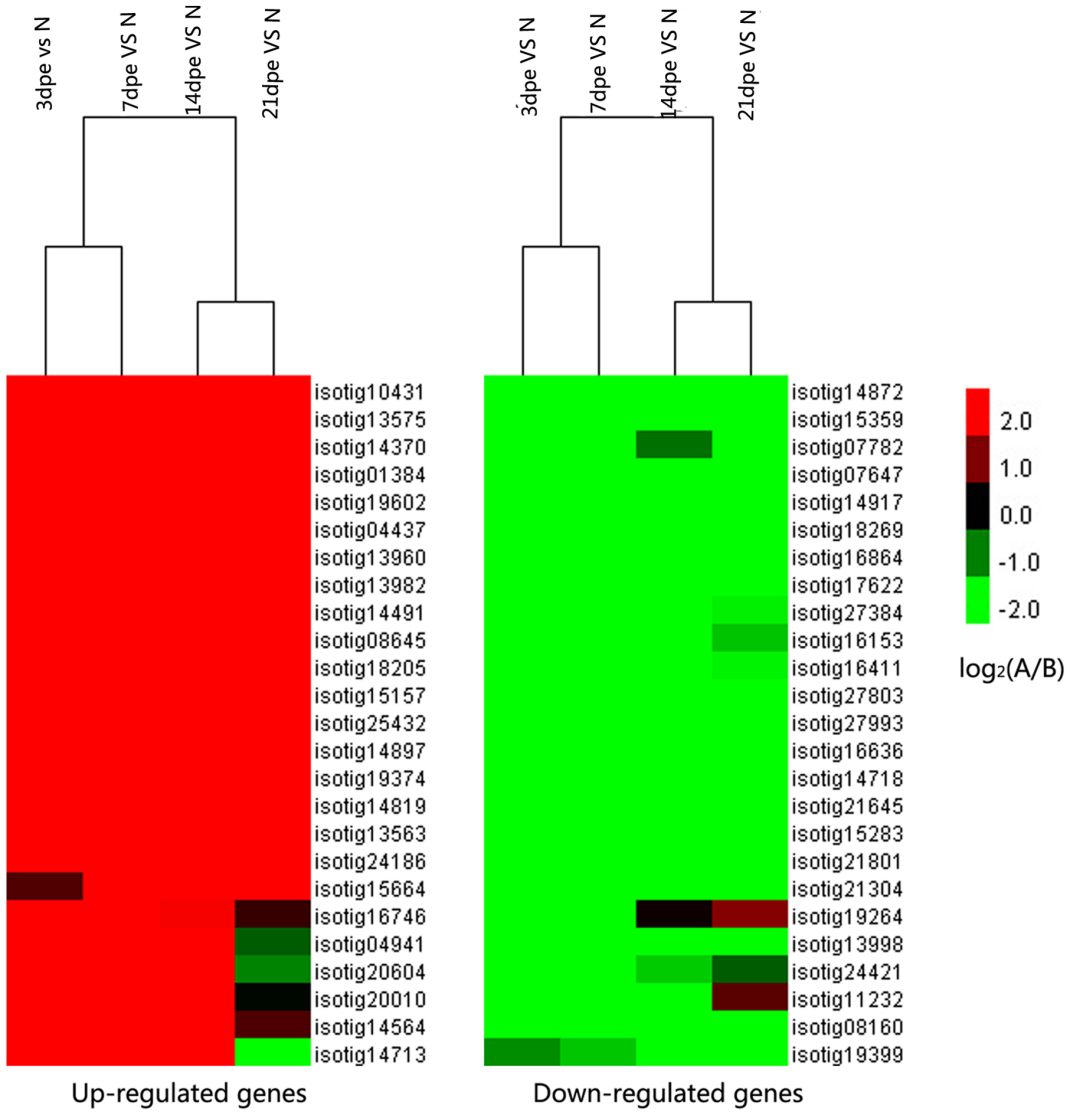
The expression pattern of top significantly differentially expressed genes at 3dpe, 7dpe, 14dpe and 21dpe. Expression differences were shown in different colors. Red mean up regulation and green mean down regulation.

**Table 2:** Top 10 differentially expressed genes at 3 dpe VS Normal.

Top	Gene ID	Blast X	Log_2_(3dpe/N)	P value	FDR
1↑	isotig19602	low density lipoprotein-related protein 2-like	18.4758	1.09E-114	1.08E-112
2↑	isotig14370	GL12416-like isoform 2	16.5964	1.74E-60	1.02E-58
3↑	isotig13575	speedy A	15.2978	3.45E-31	1.18E-29
4↑	isotig16746	regeneration associated protein	8.9914	0	0
5↑	isotig14713	orthodenticle	7.1358	1.25E-41	5.44E-40
6↑	isotig14897	solute carrier family 6 member 9 transcript-like	6.8885	5.79E-35	2.16E-33
7↑	isotig20604	cyclin B3	6.7021	0	0
8↑	isotig14819	TFP250	6.6430	1.98E-114	1.94E-112
9↑	isotig04941	Hu/elav isoform 7	6.5754	6.05E-109	5.61E-107
10↑	isotig20010	cleavage stage histone H1	6.3723	2.83E-24	7.86E-23
1↓	isotig27803	Rp2 Lipase	−21.5166	0	0
2↓	isotig24421	cellular retinol-binding protein type 1b	−21.4169	0	0
3↓	isotig19264	fatty acid binding protein 2, intestinal	−21.0933	0	0
4↓	isotig27993	proprotein convertase subtilisin/kexin type 9	−20.7676	2.40E-262	5.75E-260
5↓	isotig16864	alpha-amylase	−19.7367	0	0
6↓	isotig17622	FG-GAP repeat family protein	−19.7265	0	0
7↓	isotig13998	LOC495367 protein	−19.6356	0	0
8↓	isotig14917	triacylglycerol lipase, pancreatic	−19.4072	0	0
9↓	isotig18269	lysozyme	−19.0389	5.26E-194	9.19E-192
10↓	isotig16411	cytosolic beta-glucosidase-like	−18.4674	6.44E-161	9.03E-159

↑: up-regulated ↓:down-regulated FDR: False Discovery Rate “0” means P value <1E-238.

**Table 3:** Top 10 differentially expressed genes at 7 dpe VS Normal.

Top	Gene ID	Blast X	Log_2_(7dpe/N)	P value	FDR
1↑	isotig19602	low density lipoprotein-related protein 2-like	16.7534	3.84E-36	1.50E-34
2↑	isotig01384	H3.3 histone	15.7117	3.83E-33	1.38E-31
3↑	isotig24186	insulin-like growth factor-binding protein 7	7.6874	5.39E-63	3.29E-61
4↑	isotig16746	regeneration associated protein	7.2505	6.74E-137	7.28E-135
5↑	isotig13563	C-type lectin superfamily 4	6.9748	4.02E-38	1.66E-36
6↑	isotig04941	Hu/elav isoform 7	6.9238	5.33E-144	5.94E-142
7↑	isotig14713	orthodenticle	6.5053	2.35E-27	7.22E-26
8↑	isotig20010	cleavage stage histone H1	6.4772	8.11E-27	2.44E-25
9↑	isotig20604	cyclin B3	6.4630	2.58E-281	6.34E-279
10↑	isotig14564	Nek protein	6.2311	1.58E-22	4.13E-21
1↓	isotig15359	proprotein convertase subtilisin/kexin type 9	−22.4921	0	0
2↓	isotig16864	alpha-amylase	−19.7367	0	0
3↓	isotig17622	FG-GAP repeat family protein	−19.7265	0	0
4↓	isotig14917	triacylglycerol lipase, pancreatic	−19.4072	0	0
5↓	isotig14872	preamylase 1	−19.2917	0	0
6↓	isotig21304	cholinesterase 1	−19.1335	8.90E-169	1.19E-166
7↓	isotig18269	lysozyme	−19.0389	6.98E-208	1.13E-205
8↓	isotig16411	cytosolic beta-glucosidase-like	−18.4674	2.01E-172	2.74E-170
9↓	isotig16153	Phospholipase	−18.3292	1.76E-162	2.27E-160
10↓	isotig11232	cellular retinol-binding protein type 1b	−18.2508	6.56E-89	5.04E-87

↑: up-regulated ↓:down-regulated FDR: False Discovery Rate “0” means P value <1E-238.

**Table 4:** Top 10 differentially expressed genes at 14 dpe VS Normal.

Top	Gene ID	Blast X	Log_2_(14dpe/N)	P value	FDR
1↑	isotig01384	H3.3 histone	16.5670	8.33E-59	6.31E-57
2↑	isotig10431	S-crystallin SL11	15.8891	3.54E-30	1.57E-28
3↑	isotig15664	elongation of very long chain fatty acids	6.2278	1.65E-43	9.71E-42
4↑	isotig20010	cleavage stage histone H1	6.1282	9.76E-21	3.13E-19
5↑	isotig24186	insulin-like growth factor-binding protein 7	5.8156	1.29E-16	3.40E-15
6↑	isotig20604	cyclin B3	5.6735	1.51E-154	2.66E-152
7↑	isotig14713	orthodenticle	5.6163	1.99E-14	4.56E-13
8↑	isotig04941	Hu/elav isoform 7	5.3771	1.20E-45	7.29E-44
9↑	isotig08645	intrinsic factor-B12 receptor precursor	5.3732	3.65E-178	7.97E-176
10↑	isotig13563	C-type lectin superfamily 4, member G	5.1834	1.27E-10	2.25E-09
1↓	isotig11232	cellular retinol-binding protein type 1b	−18.2508	1.68E-86	1.64E-84
2↓	isotig08160	MGC68755 protein	−17.1262	1.09E-41	6.21E-40
3↓	isotig07647	proprotein convertase subtilisin/kexin type 9	−9.3060	0	0
4↓	isotig21801	LOC495367 protein	−7.8665	0	0
5↓	isotig27384	polyhydroxybutyrate depolymerase-like	−7.3480	1.46E-46	8.97E-45
6↓	isotig16864	alpha-amylase	−7.3456	0	0
7↓	isotig27803	Rp2 Lipase	−6.9528	0	0
8↓	isotig14872	preamylase 1	−6.4091	0	0
9↓	isotig17622	FG-GAP repeat family protein	−6.1212	0	0
10↓	isotig14718	triacylglycerol lipase, pancreatic	−5.9002	0	0

↑: up-regulated ↓:down-regulated FDR: False Discovery Rate “0” means P value <1E-238.

**Table 5:** Top 10 differentially expressed genes at 21 dpe VS Normal.

Top	Gene ID	Blast X	Log_2_(21dpe/N)	P value	FDR
1↑	isotig01384	H3.3 histone	16.1434	1.26E-43	1.02E-41
2↑	isotig08645	intrinsic factor-B12 receptor precursor	5.1410	2.67E-147	8.61E-145
3↑	isotig04437	mCG4790	5.0954	1.14E-27	6.34E-26
4↑	isotig14491	OSJNBa0008M17.5	4.9996	2.99E-09	6.20E-08
5↑	isotig13982	cubilin-like	4.9250	3.79E-55	3.81E-53
6↑	isotig13960	tektin 3	4.9122	4.40E-24	2.17E-22
7↑	isotig19374	low density lipoprotein-related protein 2-like	4.8191	3.78E-08	6.86E-07
8↑	isotig15157	monocarboxylate transporter MCT2	4.6126	4.72E-07	7.39E-06
9↑	isotig18205	Leucine zipper transcription factor-like 1	4.4971	1.65E-06	2.37E-05
10↑	isotig25432	neurogenic locus notch homolog protein 2	4.4668	9.01E-12	2.38E-10
1↓	isotig08160	MGC68755 protein	−7.0765	7.53E-39	5.30E-37
2↓	isotig07782	Natterin-3	−6.5252	7.10E-77	1.04E-74
3↓	isotig15283	proprotein convertase subtilisin/kexin type 9	−6.1150	0	0
4↓	isotig16636	peroxisomal bifunctional enzyme	−5.5208	1.85E-60	2.10E-58
5↓	isotig19399	tenascin XB-like	−5.4098	5.67E-12	1.52E-10
6↓	isotig27803	Rp2 Lipase	−5.3172	0	0
7↓	isotig14872	preamylase 1	−5.0173	8.00E-304	6.35E-301
8↓	isotig14718	triacylglycerol lipase, pancreatic	−4.7723	0	0
9↓	isotig21801	LOC495367 protein	−4.7714	0	0
10↓	isotig21645	Sea star regeneration-associated protease	−4.6698	0	0

↑: up-regulated ↓:down-regulated FDR: False Discovery Rate “0” means P value <1E-238.

**Table 6:** Top 10 differentially expressed genes at 3dpe vs 7dpe.

Top	Gene ID	Blast X	Log2(3dpe/N)	P value	FDR
1↑	isotig01386	H3.3 histone	3.6648	3.44E-06	9.89E-05
2↑	isotig21606	LOC495367 protein	3.6006	2.57E-08	1.09E-06
3↑	isotig16741	calcium activated chloride channel	3.5887	1.49E-52	7.01E-50
4↑	isotig20235	kelch-like ECH-associated protein 1	2.7850	1.93E-05	4.64E-3
5↑	isotig19861	CMP -N-acetylneuraminic acid	2.4917	1.70E-16	1.63E-14
6↑	isotig11169	ribosomal protein L23a	2.4340	2.08E-08	8.97E-07
7↑	isotig16483	solute carrier family 5	2.4138	6.34E-87	5.49E-84
8↑	isotig14600	HORMA domain containing 1-like	2.2395	3.91E-23	5.76E-21
9↑	isotig26466	Human Fc gamma BP	2.1856	1.79E-05	4.33E-3
10↑	isotig19556	attractin-like 1	2.1412	2.96E-06	8.64E-05
1↓	isotig11231	cellular retinol-binding protein type 1b	−17.4466	7.03E-51	3.18E-48
2↓	isotig15821	annexin A7	−6.5848	2.96E-194	5.83E-19
3↓	isotig08881	lactase-phlorizin hydrolase	−5.9207	0	0
4↓	isotig15664	elongation of very long chain fatty acids	−4.5593	2.20E-24	3.43E-22
5↓	isotig03622	Glucosamine-6-phosphate isomerase	4.2511	1.56E-05	3.83E-3
6↓	isotig24215	tetraspanin 11	4.1807	2.86E-05	6.56 E-3
7↓	isotig10431	S-crystallin SL11	4.1807	2.86E-05	6.56 E-3
8↓	isotig08953	26S proteasome non-ATPase regulatory subunit	3.7168	9.39E-07	3.04E-05
9↓	isotig28826	structural maintenance of chromosomes protein	3.6137	3.01E-06	8.75E-05
10↓	isotig22672	multidrug resistance protein (MRP5)	3.5593	1.77E-08	7.73E-07

↑: up-regulated ↓:down-regulated FDR: False Discovery Rate.

The genes unique to a certain stage are very important. 

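In the deposited counts, 385 isotigs had unique reads at 3dpe and 0 in the other 4 libraries, 1.7% of all isotigs (95% Wilson interval 1.54 to 1.87; no replicates). All 385 are in Table S8, which gives a Blast hit for 117 of them. F-box only protein 47-like (isotig10987) had 7 reads (RPKM 6.59), Notch homolog Scalloped wings-like (isotig05247) had 6 reads (2.32) and heat shock protein 70 (isotig00995) had 5 reads (5.89). Another isotig named heat shock protein 70 (isotig00993) had 15 reads at 3dpe, 14 at 7dpe, 5 at 14dpe and 5 at 21dpe. None of the 385 passed the DEG threshold against Normal. With a minimum of 3 unique reads, 27 isotigs were left, and with a minimum of 10, 0 were left.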

386 genes that were unique to 3dpe were found on Table S8, 117 of which could be annotated, such as f-box only protein 47-like, Notch homolog Scalloped wings-like and heat shock protein 70 et al (Table S8). 

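The isotigs with reads in 1 library only numbered 366 at 7dpe (1.61% of all isotigs, 95% Wilson interval 1.46 to 1.79), 248 at 14dpe (1.09%, 0.97 to 1.24) and 229 at 21dpe (1.01%, 0.89 to 1.15; no replicates). Table S8 gives a Blast hit for 125, 75 and 71 of them. Vesicle-associated protein (isotig01421) had 4 reads and cathepsin L-associated protein (isotig15495) had 3, both at 7dpe only. At 14dpe, DnaJ homolog subfamily C member 7 (isotig10286) had 4 reads, Transmembrane protein 30A (isotig06276) had 3 and major yolk protein 1 (isotig01301) had 2. The EGF domain containing protein (isotig29479) had 2 reads at 21dpe. The counts fell to 24, 11 and 15 under a minimum of 3 unique reads, and to 1, 0 and 1 under a minimum of 10.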

Similarly, 366 (125 genes could be annotated such as vesicle-associated protein and cathepsin L-associated protein et al ), 248 (75 genes could be annotated such as DnaJ homolog, Transmembrane protein 30A and major yolk protein 1 et al )and 229 genes (71 genes could be annotated such as novel EGF domain containing protein et al )found on Table S8 were unique to 7, 14 and 21 dpe respectively (Table S8). 

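Of the isotigs found at 1 stage only, 76.88% had a single read at 3dpe, 77.87% at 7dpe, 82.66% at 14dpe and 80.79% at 21dpe (no replicates). At most 3 reads were found for 96.36%, 97.54%, 98.79% and 97.38% of them. The most reads on any such isotig were 9 at 3dpe, 10 at 7dpe, 5 at 14dpe and 41 at 21dpe, and that isotig at 21dpe was the only 1 past the DEG threshold. In Normal, 161 isotigs were found in no other library. A minimum of 3 unique reads left 27, 24, 11 and 15 isotigs at the 4 stages. At this depth, reads in 1 library and none in the others do not show that an isotig is absent elsewhere.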

Though so many genes were unique to a time point, these genes were low expressed. only one or a few unique reads could be mapped to them.

### Validation of Results by real-time PCR

To validate the expression profiles, top 10 up-regulated genes (abbreviation: LDP, GL2, speA, RAP, OTD, SCF, CB, TFP, HE7 and His1) and top 10 down-regulated genes (abbreviation: Rp2, CRBP, FCBP, PCSK, AMY, GAP, LOC, TAG, LYS, CBG), selected from Table 2, were applied to real-time PCR at four stages of regeneration (normal, 3dpe, 7dpe and 21dpe) (Table 7; Figure 3). NADH dehydrogenase was taken as a reference gene to normalize gene expression data, based on a previous investigation [7], [16], [22], [30]. All primers were tested to be effective on PCR amplication. One peak in the melting curve was detected in all real-time PCR, which indicated that the all PCR product was specifically amplified (data not shown). Real-time PCR results indicated that the expression level of these selected genes reached its highest at 3dpe. 

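Table 7 gives RT-PCR fold changes of 20 genes at 4 stages, which are the paper's values. They are means over several pools of animals per stage. The RNA-Seq side was recomputed from the counts (no replicates). In 74 of the 80 pairs of gene and stage, both methods had the same direction against Normal. It was the same in 36 of 40 pairs of the up-regulated genes and 38 of 40 pairs of the down-regulated genes. By stage, the direction was the same in 20 of 20 pairs at 3dpe, 20 at 7dpe, 19 at 14dpe and 15 at 21dpe. The paper took these genes from its top DEGs at 3dpe in these same data. A shared direction at 3dpe therefore says little about other DEGs. The genes that differed at 21dpe included orthodenticle (0 reads, 1 in Normal), cyclin B3 (4 and 11) and Hu/elav isoform 7 (2 and 4). Fatty acid binding protein 2 (isotig19264) differed at 14dpe and 21dpe, where it had 2952 and 7550 reads against 2375 in Normal. At 14dpe this depended on the scaling, with a log2 ratio of 0.18 with library totals and -0.21 with TMM effective library sizes. With TMM effective library sizes or median-of-ratios size factors, the direction was the same in 75 of 80 pairs. Leaving out pairs with fewer than 10 reads in both libraries together left 71 of 74 pairs with the same direction. From the shared direction, the paper concludes that both methods gave similar expression patterns.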

The overall trend of Real-time PCR-based expression patterns among these selected genes was similar to those obtained by RNA-Seq based detection. 

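The RT-PCR change of Table 7, the paper's value, was smaller in size than the RNA-Seq log2 ratio in 48 of the 80 pairs (no replicates). In 28 pairs 1 library had 0 reads, so that the RNA-Seq ratio rests on the RPKM of 0.001 put in place of 0, and RT-PCR was smaller in all 28. For LDP (isotig19602) at 3dpe, 389 reads against 0 gave a log2 ratio of 18.48, and 8.55 with 1 read added to each count. That addition moved the count most, from 48 to 37 of 80 pairs.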

However, the changes fold of most data measured by Real-time PCR was smaller than those by RNA-seq (Table 7).

**Figure 3:**
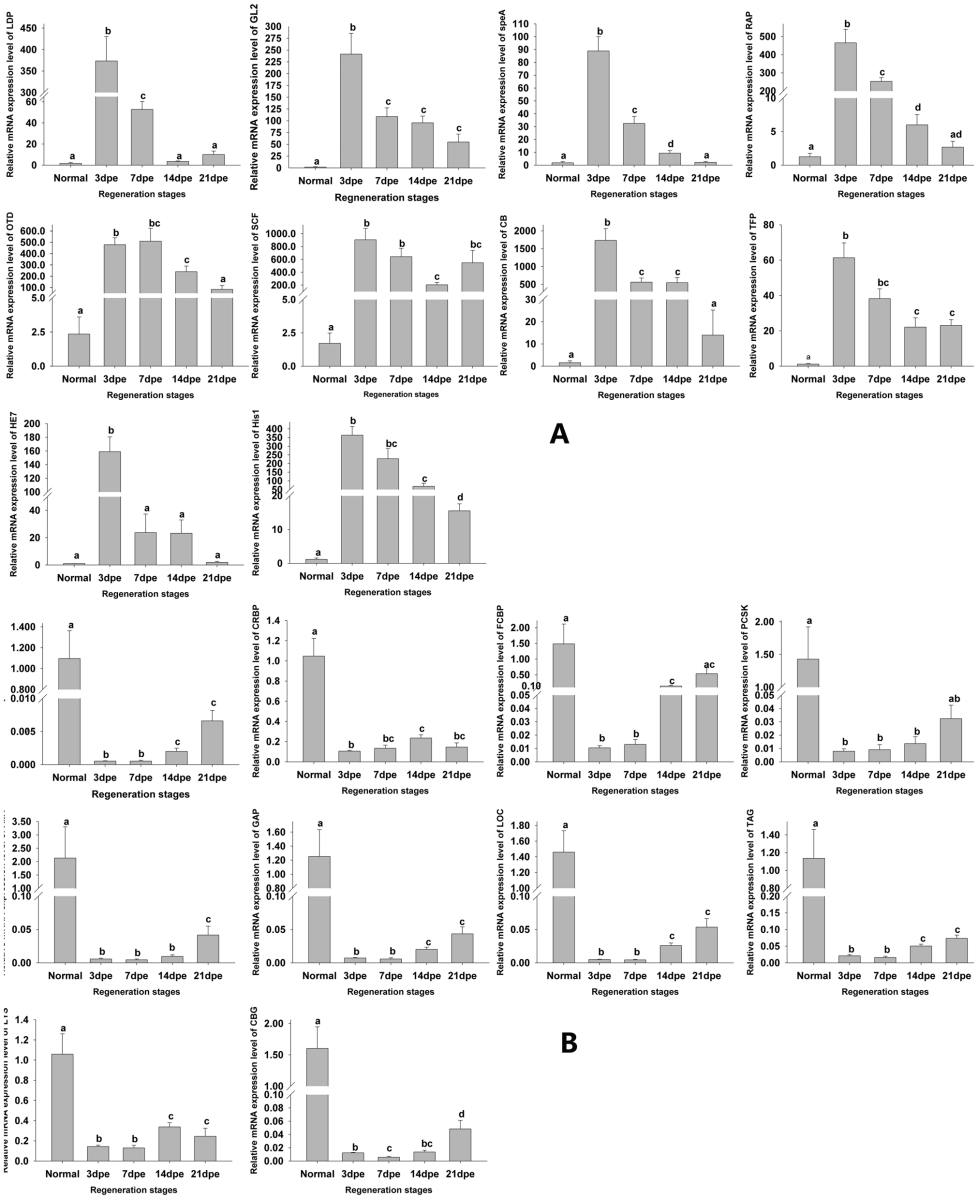
Real-time PCR analysis for top 10 up-regulated and 10 down-regulated genes. (A). LDP: low density lipoprotein-related protein 2-like; GL 2: GL12416-like isoform 2; speA: speedy A; RAP: regeneration associated protein; OTD: orthodenticle SCF: solute carrier family 6 member 9 transcript-like; CB: cyclin B3 TFP: TFP250 HE7: Hu/elav isoform 7; his1: cleavage stage histone H1. (B). Rp2: Rp2 Lipase; CRBP: cellular retinol-binding protein type 1b; FCBP: fatty acid binding protein 2, intestinal; PCSK: proprotein convertase subtilisin/kexin type 9; AMY: alpha-amylase; GAP: FG-GAP repeat family protein; LOC: LOC495367 protein; TAG: triacylglycerol lipase, pancreatic; LYS: lysozyme; CBG: cytosolic beta-glucosidase-like. Different lowercase letters indicate significant differences (P<0.05). Values indicate the mean ± S.E. (N = 5).

**Table 7:** Genes selected for Real-time PCR validation.

		3dpe (change fold)		7dpe (change fold)		14dpe (change fold)		21dpe (change fold)	
Gene ID	Gene	RNA-seq	RT-PCR	RNA-seq	RT-PCR	RNA-seq	RT-PCR	RNA-seq	RT-PCR
isotig19602	LDP	3.65E+05	373.44±57.02	1.10E+05	52.78±7.45	1.68E+04	3.554±0.44	28.229	10.065±3.26
isotig14370	GL2	9.91E+04	466.24±44.18	2.29E+04	108.83±18.54	5.95E+03	95.604±14.39	474.464	54.918±16.84
isotig13575	speA	4.03E+04	56.37±11.19	2.84E+04	47.47±5.47	1.31E+04	9.29±1.99	378.331	2.19± 0.71
isotig16746	RAP	508.96	790.49±74.41	152.27	178.09±20.70	7.57	6.00±1.52	1.568	2.68±0.87
isotig14713	OTD	140.63	879.25±61.11	90.84	609.50±114.05	49.05	240.33±49.51	0.002	83.24±34.77
isotig14897	SCF	118.48	830.92±175.86	46.29	541.73±130.10	13.63	904.29±36.41	8.468	796.85±194.50
isotig20604	CB	104.12	4732.38±334.08	88.22	4061.21±117.27	51.04	1.00E+03±144.50	0.342	13.954±11.30
isotig14819	TFP	99.94	61.37±8.40	57.43	38.19±5.59	18.40	22.08±5.30	21.171	20.58±3.30
isotig04941	HE7	95.37	156.50±21.60	121.41	23.65±13.66	41.56	23.22±9.72	0.470	1.91±0.75
isotig20010	His1	82.84	239.41±49.89	89.09	252.52±59.60	69.95	68.79±17.42	0.941	13.04±2.06
isotig27803	Rp2	3.33E-07	5.28E-04±4.86E-05	5.97E-04	5.29E-04±1.24E-04	8.07E-03	1.99E-03±4.80E-04	2.51E-02	6.60E-03±1.58E-03
isotig24421	CRBP	3.57E-07	1.06E-01±7.80E-03	3.21E-06	1.34E-01±0.03	3.21E-06	2.35E-01±0.03	4.69E-01	1.45E-01±0.04
isotig19264	FCBP	4.47E-07	1.05E-02±1.64E-03	2.50E-02	1.30E-02±3.59E-03	1.13E+00	1.38E-01±0.03	2.99E+00	5.34E-01±0.19
isotig27993	PCSK	5.60E-07	7.91E-03±1.83E-03	1.70E-07	9.09E-03±3.78E-03	1.58E-03	1.36E-02±5.23 E-03	1.44E-02	3.24E-02±0.01
isotig16864	AMY	1.14E-06	5.70E-03±1.23E-03	1.14E-06	4.59E-03±1.23E-03	6.15E-03	9.65E-03±2.35 E-03	4.78E-02	4.15E-02±0.01
isotig17622	GAP	1.15E-06	7.30E-03±5.37E-04	1.15E-06	5.78E-03±1.70E-03	1.44E-02	2.02E-02±3.29 E-03	4.55E-02	4.34E-02±0.01
isotig13998	LOC	1.23E-06	5.00E-03±5.24E-04	9.93E-04	4.38E-03±8.68E-04	4.28E-03	2.59E-02±3.87 E-03	1.25E-01	5.35E-02±0.01
isotig14917	TAG	1.44E-06	2.11E-02±3.16E-03	1.44E-06	1.60E-02±3.67E-03	1.67E-02	5.04E-02±5.64 E-03	3.66E-02	7.33E-02±9.81E-03
isotig18269	LYS	1.86E-06	1.43E-01±0.01	1.86E-06	1.30E-01±0.03	3.49E-02	3.38E-01±0.04	1.07E-01	2.45E-01±0.08
isotig16411	CBG	2.76E-06	1.24E-02±6.01 E-04	2.76E-06	5.77E-03±1.24 E-03	7.89E-02	1.35E-02±2.65 E-03	1.36E-01	4.84E-02±0.01

### Gene ontology analysis of DEGs

DEGs, that were involved in certain biological functions during intestine regeneration, were evaluated by GO (gene ontology) analysis. GO terms were assigned to 1111(31.6%, 1111/3514), 1230 (34.1%, 1230/3604), 905 (35.3%, 905/2561) and 498 (31.8%, 498/1566) DEGs for 3, 7, 14 and 21dpe, respectively (Figure 4). The DEGs associated with cellular and metabolic processes in the category ‘biological process’; the DEGs associated with cell and cell part in the category ‘cellular component’ and the DEGs associated with binding and catalytic activity in the category ‘molecular function’ were notably abundant throughout the intestine regeneration. The GO distribution of the DEGs was highly similar at different regeneration stages. Moreover, we screened the significantly enriched GO terms classified in biological function category. As indicated in Table 8 , some GO terms – ‘pancreas development’, ‘gene expression’, ‘translation’ and ‘reproduction’ – were significantly enriched at 3, 7 and 14dpe. At 3dpe, only six GO terms (pancreas development, gene expression, translation, reproduction, organic subtance transport and reproductive process) were significantly enriched, which were mainly associated with development (4) and transport (1). GO term ‘organic subtance transport’ was only enriched at 3dpe. 15 GO terms (ribonucleoprotein complex biogenesis, cellular component biogenesis at cellular level, ribosome biogenesis and primary metabolic process et al)were significantly enriched at 7dpe, which were associated with development (5) and metabolism (10) GO term ‘organ development’ was only enriched at 7dpe. In particular, as much as 28 GO terms were significantly enriched at 14dpe, which were associated with development (4), metabolism (14), cell cycle (6), signal transduction (2) and transport(2). 14 GO term (cell cycle, proteasomal protein catabolic process and signal transduction in response to DNA damage et al) were only enriched at 14dpe (Table 8, corrected p-value≤0.05). No significantly enriched GO terms in DEGs were detected at 21 dpe. Besides, two unique GO terms-” serine family amino acid metabolic process” and “polyol metabolic process” were significantly enriched at 3dpe Vs 7dpe (Table 8).

**Figure 4:**
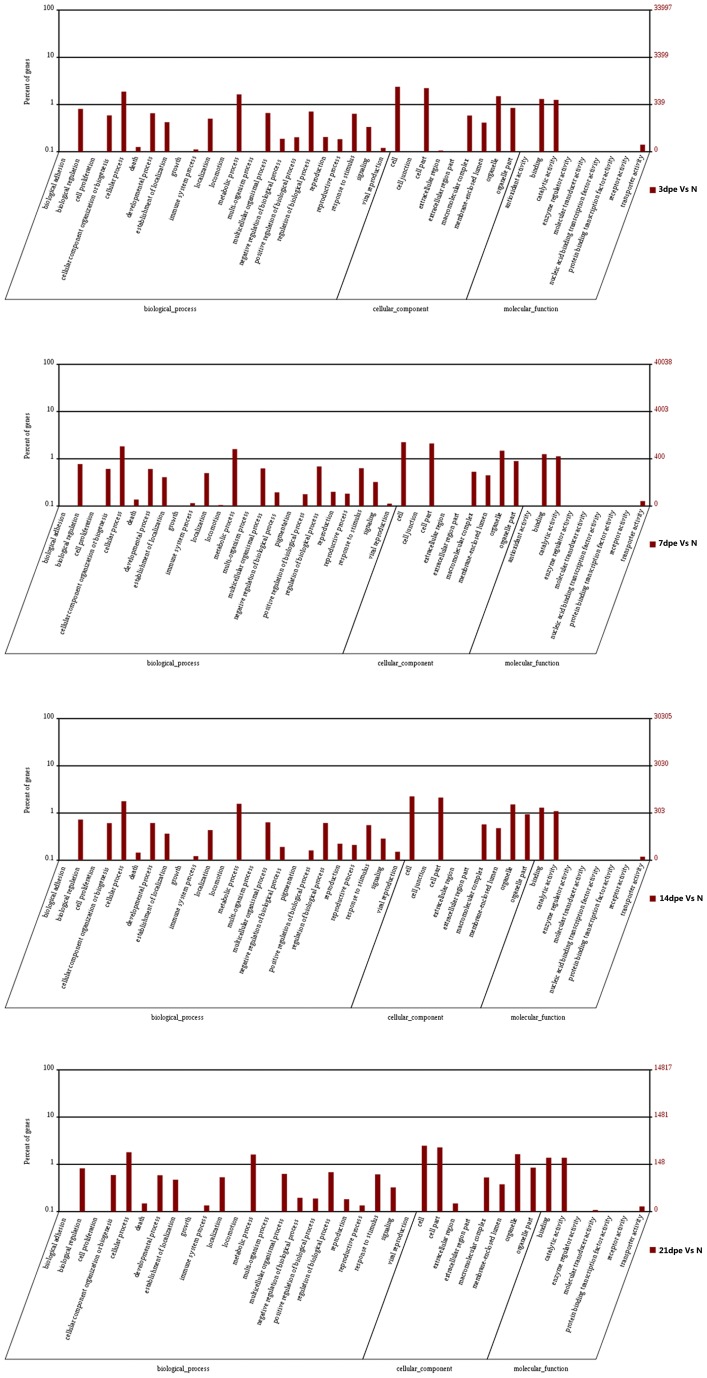
Distribution of gene ontology (GO) terms of differentially expressed genes during intestine regeneration. The percentage of GO-terms in the categories “Molecular function”,“Biological Process” and “Cellular component” was shown.

**Table 8:** Significantly enriched GO terms in DEGs.

			R3 VS Normal		R7 VS Normal		R14 VS Normal	
Gene Ontology term	reference (N/M)		Cluster (n/m)	P-value	Cluster (n/m)	P-value	Cluster (n/m)	P-value
pancreas development^4^	65/5270 (1.2%)		47/842 (5.6%)	3.79E-21	50/952 (5.3%)	3.63E-22	47/698 (6.7%)	6.84E-25
gene expression	754/5270 (14.3%)		171/842 (20.3%)	0.00013	207/952 (21.7%)	3.75E-09	170/698 (24.4%)	1.71E-11
translation	191/5270 (3.6%)		57/842 (6.8%)	0.00081	71/952 (7.5%)	1.79E-07	69/698 (9.9%)	2.34E-13
Reproduction^4^	264/5270 (5.0%)		71/842 (8.4%)	0.00275	78/952 (8.2%)	0.00238	65/698 (9.3%)	0.00021
organic substance transport^5^	94/5270 (1.8%)		33/842 (3.9%)	0.00428				
reproductive process^4^	263/5270 (5.0%)		70/842 (8.3%)	0.00487	77/952 (8.1%)	0.00408	65/698 (9.3%)	0.00018
RC biogenesis^2^	92/5270 (1.7%)				41/952 (4.3%)	3.50E-06	38/698 (5.4%)	1.58E-08
CCB^2^	92/5270 (1.7%)				41/952 (4.3%)	3.50E-06	38/698 (5.4%)	1.58E-08
ribosome biogenesis^2^	64/5270 (1.2%)				29/952 (3.0%)	0.00048	28/698 (4.0%)	1.65E-06
primary metabolic process^2^	2426/5270 (46.0%)				502/952 (52.7%)	0.00342	381/698 (54.6%)	0.00076
CMBP^2^	555/5270 (10.5%)				140/952 (14.7%)	0.00613	120/698 (17.2%)	5.32E-06
MBP^2^	561/5270 (10.6%)				141/952 (14.8%)	0.00698	120/698 (17.2%)	1.05E-05
MMP^2^	1902/5270 (36.1%)				403/952 (42.3%)	0.00791	328/698 (47.0%)	1.48E-07
organ development^4^	560/5270 (10.6%)				138/952 (14.5%)	0.02682		
CMMP^2^	1671/5270 (31.7%)				355/952 (37.3%)	0.0366	283/698 (40.5%)	7.82E-05
metabolic process^2^	3160/5270 (60.0%)				625/952 (65.7%)	0.0475	468/698 (67.0%)	0.02166
mitotic cell cycle^1^	190/5270 (3.6%)						53/698 (7.6%)	4.06E-05
protein metabolic process^2^	1020/5270 (19.4%)						189/698 (27.1%)	5.89E-05
CPMP^2^	922/5270 (17.5%)						173/698 (24.8%)	0.0001
cellular biosynthetic process^2^	742/5270 (14.1%)						145/698 (20.8%)	0.00012
cell cycle^1^	369/5270 (7.0%)						84/698 (12.0%)	0.00014
biosynthetic process^2^	770/5270 (14.6%)						148/698 (21.2%)	0.00027
cell cycle phase^1^	233/5270 (4.4%)						59/698 (8.5%)	0.00029
cell cycle process^1^	303/5270 (5.7%)						69/698 (9.9%)	0.00208
PPCP^2^	51/5270 (1.0%)						20/698 (2.9%)	0.00305
STRDD^3^	47/5270 (0.9%)						19/698 (2.7%)	0.00315
Interphase^1^	74/5270 (1.4%)						25/698 (3.6%)	0.0045
organ development^4^	560/5270 (10.6%)						109/698 (15.6%)	0.00808
DSTP53^3^	23/5270 (0.4%)						12/698 (1.7%)	0.00929
RULA^1^	36/5270 (0.7%)						15/698 (2.1%)	0.02286
PUDPC^ 2^	49/5270 (0.9%)						18/698 (2.6%)	0.02763
**R3 Vs R7**								
Gene Ontology term		reference frequency (N/M) Cluster frequency(n/m) Corrected P-value						
serine family amino acid metabolic process^2^		19/5270(0.4%) 6/134(4.5%) 0.00205						
polyol metabolic process^2^		11/5270(0.2%) 6/134(3.0%) 0.04719						

N is the number of all genes with GO annotation; n is the number of DEGs in N; M is the number of all genes that are annotated to the certain GO terms; m is the number of DEGs in M. There were no significantly enriched GO terms in DEGs at 21 dpe.

1 Cell cycle ^2^ Metabolism ^3^ Signal transduction ^4^development ^5^ transport

GO terms with corrected p-value≤0.05 were significantly enriched in DEGs.

RC biogenesis: ribonucleoprotein complex biogenesis CCB: cellular component biogenesis at cellular level.

CMBP: cellular macromolecule biosynthetic process MBP: macromolecule biosynthetic process.

MMP: macromolecule metabolic process CMMP: cellular macromolecule metabolic process.

CPMP: cellular protein metabolic process PPCP: proteasomal protein catabolic process.

STRDD: signal transduction in response to DNA damage.

DSTP53: DNA damage response, signal transduction by p53 class mediator.

RULA: regulation of ubiquitinprotein ligase activity involved in mitotic cell cycle.

PUDPC: proteasomal ubiquitin -dependent protein catabolic process.

### Pathway enrichment analysis of DEGs

Intestine regeneration associated biological pathways were evaluated by enrichment analysis of DEGs. Significantly enriched metabolic pathways and signal transduction pathways were identified, and listed in Table 9 (Q value <0.05). Seven significantly enriched pathways for the up-regulated DEGs were screened. 

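Table S7 lists the DEGs of each enriched pathway. The list is whole for 3 of the 7 pathways with up-regulated DEGs and cut short in the available text for the others, which were not counted. Of 13 isotigs listed for cytokine-cytokine receptor interaction, 12 were up-regulated and 1 was down-regulated at 3dpe (no replicates). For the Notch signaling pathway these numbers were 21 and 1 of 22 at 3dpe, and 15 and 1 at 7dpe. DNA replication had 2 up-regulated isotigs at 3dpe and 20 of 20 at 7dpe. Each list holds only isotigs that are DEGs at 1 stage, 3dpe for the first 2 pathways and 7dpe for DNA replication, so the high number at that stage and in part the lower numbers elsewhere follow from the selection. The 3 pathways together had 35 up-regulated isotigs at 3dpe, 41 at 7dpe, 22 at 14dpe and 6 at 21dpe. TMM effective library sizes left 17, 15 and 9 of them at 3, 7 and 14dpe, and an assumed BCV of 0.4 left 1 at 3dpe and 0 at the later stages. The enrichment itself was not recomputed, because it needs the pathways of all isotigs. The paper relates these pathways to the making of protein, DNA and RNA.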

“Cytokine-cytokine receptor interaction” and “Notch signaling pathway”, “Ribosome”, “Spliceosome”, “RNA transport”, “DNA replication” and “Ribosome biogenesis in eukaryotes”, were related to the biogenesis of protein, DNA and RNA. 

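For 5 of the 8 pathways with down-regulated DEGs, the list in Table S7 is whole. All of their 72 isotigs are DEGs at 3dpe, so lower numbers at later stages follow in part from the selection. They included 57 down-regulated DEGs at 3dpe, 53 at 7dpe, 40 at 14dpe and 33 at 21dpe (no replicates). Up-regulated isotigs in the same lists numbered 15, 11, 6 and 5. Carbohydrate digestion and absorption had 19 down-regulated of 21 isotigs at 3dpe, alpha-Linolenic acid metabolism 16 of 17, starch and sucrose metabolism 16 of 21 and the renin-angiotensin system 14 of 15. Fat digestion and absorption had 2 down-regulated and 6 up-regulated isotigs of 8 at 3dpe. Under an assumed BCV of 0.4, 24, 23, 6 and 3 down-regulated isotigs were left at the 4 stages. The paper concludes that down-regulated DEGs were enriched in digestion, absorption, secretion and metabolism.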

There were eight significantly enriched pathways for the down-regulated DEGs, which were involved in digestion and absorption of vitamin fats and carbohydrates, the Renin-angiotensin system, Pancreatic secretion, and metabolism of Glycerophospholipid, alpha-Linolenic and Starch and sucrose. 

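In the 4 pathways of this group whose list in Table S7 is whole, 103 isotigs included 32 up-regulated and 54 down-regulated DEGs at 3dpe, 42 and 51 at 7dpe, 32 and 36 at 14dpe, and 26 and 30 at 21dpe (no replicates). Retinol metabolism had 10 up-regulated and 14 down-regulated isotigs at 3dpe, and protein digestion and absorption had 10 and 19. Glutathione metabolism had 6 of each at 3dpe and, at 14dpe, 18 up-regulated and 5 down-regulated. The list of ECM-receptor interaction is cut short and was not counted. An assumed BCV of 0.4 left 0 up-regulated and 22 down-regulated isotigs at 3dpe, and with TMM effective library sizes 17 were up-regulated. Each list holds only DEGs of 1 stage, so differences between stages follow in part from the selection. On these lists the paper bases its statement that the pathways include changes in both directions.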

In addition, “Retinol metabolism”, “Protein digestion and absorption”, “PPAR signaling pathway”, “Glutathione metabolism” and “ECM-receptor interaction”, including some up-regulated and down-regulated DEGs, were also enriched. 

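At 7dpe, 12 of the 27 isotigs listed for the PPAR signaling pathway were up-regulated and 15 were down-regulated against Normal (no replicates). The list holds only DEGs of 7dpe, so fewer at other stages follow in part from the selection. At 3dpe the numbers were 6 and 15, at 14dpe 4 and 9, and at 21dpe 6 and 9. TMM effective library sizes gave 8 up-regulated and 15 down-regulated isotigs at 7dpe, and an assumed BCV of 0.4 moved them most, to 0 and 5. The paper assigns the up-regulated DEGs to adipocyte differentiation and the down-regulated DEGs to lipid metabolism.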

For example, DEGs for adipocyte differentiation were up-regulated (12) and DEGs for lipid metabolism were down-regulated (15) in the PPAR signaling pathway. Only one unique pathway” Glycine, serine and threonine metabolism” were found at 3dpe Vs 7dpe. The DEGs in enriched pathways were listed in Table S7.

**Table 9:** Significantly enriched pathway in DEGs.

		R3 VS N	R7 VS N	R14 VS N	R21 VS N
Pathway ID	Pathway term	Q value	Q value	Q value	Q value
Pathways for up-regulated DEGs					
ko03010	Ribosome	3.35E-42	1.76E-40	4.90E-53	1.67E-05
ko04060	Cytokine-cytokine receptor interaction	3.56E-02			
ko04330	Notch signaling pathway	4.14E-02			
ko03040	Spliceosome	4.73E-02	1.97E-05	5.04E-04	1.76E-02
ko03013	RNA transport		1.73E-03		
ko03030	DNA replication		7.67E-03	3.15E-02	
ko03008	Ribosome biogenesis in eukaryotes			2.58E-03	
Pathways for down-regulated DEGs					
ko04977	Vitamin digestion and absorption	6.66E-10	7.74E-08	1.09E-06	1.03E-11
ko04614	Renin-angiotensin system	7.30E-07	7.85E-04	9.54E-03	1.97E-04
ko00564	Glycerophospholipid metabolism	2.86E-05	8.94E-04	3.15E-04	3.33E-07
ko00592	alpha-Linolenic acid metabolism	5.94E-04	6.26E-05	5.04E-04	4.53E-05
ko04975	Fat digestion and absorption	3.78E-03	1.73E-03	1.27E-02	2.02E-03
ko04973	Carbohydrate digestion and absorption	2.63E-02			5.30E-03
ko04972	Pancreatic secretion	2.63E-02	3.40E-02	1.80E-02	5.30E-03
ko00500	Starch and sucrose metabolism	2.63E-02			
Pathways for some up-regulated DEGs and some down-regulated DEGs					
ko00830	Retinol metabolism	3.34E-03	1.73E-03	4.03E-02	
ko04974	Protein digestion and absorption	7.92E-03	2.18E-02	3.15E-02	1.29E-03
ko03320	PPAR signaling pathway		4.59E-02		3.50E-03
ko00480	Glutathione metabolism			2.59E-02	1.97E-04
ko04512	ECM-receptor interaction			2.64E-02	1.97E-04
**R3 Vs R7** Q value					
ko00260	Glycine, serine and threonine metabolism	3.43E-03			

Pathways with Q≤0.05 were deemed significantly enriched in DEGs.

### Individual key DEGs

Key genes associated with the regenerative process were classified into three groups: developmental genes, extracellular matrix (ECM) associated genes, and cytoskeletal genes.

#### a. Developmental genes

Regeneration and development share similar mechanisms, so developmental genes are excellent candidates for future study on molecular mechanisms of regeneration [4]. The expression profiles of well-known developmental genes are therefore summarized in Table 10. Most genes (Wnt, Hox, BMP and syndecan) were up-regulated; while krueppel like6 were down-regulated during regeneration. 

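Of the 11 isotigs of Table 10, 4 were past the DEG threshold at 1 or more stages, all of them up-regulated, and 6 of the 29 pairs of isotig and stage with an arrow were past it (no replicates). BMP1 (isotig14688) was up-regulated at 3dpe (61 reads against 13 in Normal, log2 ratio 2.18, 95% interval 1.3 to 3.16, FDR 2.2e-07). Wnt4 (isotig19205) was up-regulated at 7dpe (56 reads against 5, 3.29, 1.98 to 4.97, FDR 1.2e-09) and Hox3 (isotig16174) at 3dpe (30 against 0, FDR 2e-08). BMP (isotig17483) was past the threshold at 7dpe (70 against 27, 1.18, 0.52 to 1.88, FDR 0.00092). Syndecan (isotig03217) had 277 reads in Normal and 458 at 3dpe, a log2 ratio of 0.67 (0.45 to 0.89). Krueppel-like6 (isotig28523) had 14 reads in Normal and 9, 11, 10 and 22 at the 4 stages, and every interval included 0 (FDR 0.42 at 3dpe). The ratio of syndecan depended on the scaling: at 14dpe it was 0.02 with library totals and -0.36 with TMM effective library sizes. From the RPKM values and arrows of Table 10, the paper concludes that most of these genes were up-regulated and krueppel-like6 was down-regulated.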

In addition, genes from the same family showed different expression patterns. 

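Hox1 (isotig24437) had 6 reads in Normal, 24 at 3dpe, 21 at 7dpe, 14 at 14dpe and 9 at 21dpe (no replicates). Its log2 ratio to Normal was 1.95 at 3dpe (95% interval 0.62 to 3.53, FDR 0.0055), 1.61 at 7dpe (0.26 to 3.21, FDR 0.035) and 1.08 at 14dpe (-0.39 to 2.75, FDR 0.28), so none passed the FDR of 0.001. Hox3 (isotig16174) had 0 reads in Normal, 30 at 3dpe, 9 at 7dpe, 7 at 14dpe and 0 at 21dpe. It was past the threshold at 3dpe only (lower 95% bound of the log2 ratio 2.88, FDR 2e-08). Between 3dpe and 7dpe, the log2 ratio was 1.88 for Hox3 (0.77 to 3.14, FDR 0.0038) and 0.33 for Hox1 (-0.57 to 1.25, FDR 0.75). The ratio of Hox3 to Normal at 3dpe moved most with 1 read added to each count, from 14.26 to 4.9. From these RPKM values the paper concludes that both genes were up-regulated early with a peak at 3dpe.

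**Figure D2:**
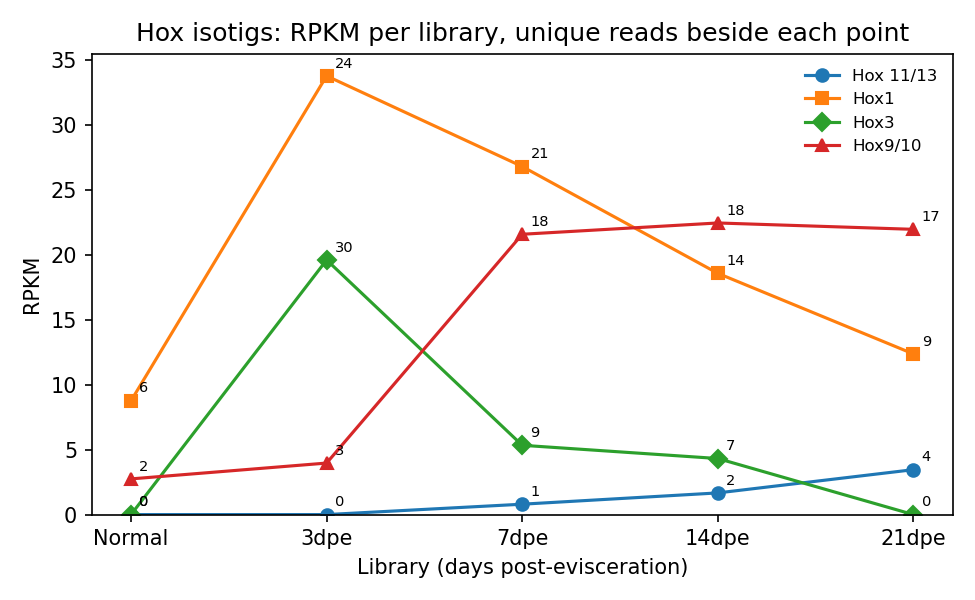
RPKM on the y axis of Hox1, Hox3, Hox9/10 and Hox 11/13 in the 5 libraries on the x axis, with the number of unique reads beside each point (1 library per condition, no error bars). Hox1 and Hox3 have their most reads at 3dpe (24 and 30), Hox9/10 goes from 3 reads at 3dpe to 18 at 7dpe, and Hox 11/13 reaches 4 reads at 21dpe.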

For example, *Hox1* and *Hox*3 were up-regulated at early stage 3 ,7 14 dpe and reached a peak at 3dpe. 

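Hox9/10 (isotig23550) had 2 reads in Normal, 3 at 3dpe, 18 at 7dpe, 18 at 14dpe and 17 at 21dpe (no replicates). The log2 ratio to Normal was 0.53 at 3dpe (95% interval -2.59 to 4.11, FDR 0.8), 2.97 at 7dpe (0.91 to 6.13, FDR 0.0031), 3.03 at 14dpe (0.97 to 6.18, FDR 0.003) and 3.00 at 21dpe (0.92 to 6.16, FDR 0.0052). None of them passed the FDR of 0.001. Between 3dpe and 7dpe the log2 ratio was -2.44 (-4.85 to -0.67, FDR 0.023). Scaling by TMM effective library sizes changed the sign at 3dpe, where the ratio became -0.02. The paper reasons from the RPKM values that this gene was unchanged at 3dpe and high from 7dpe on.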

No changes were observed for *Hox9/10* at 3dpe, but its expression remained at a high level from 7dpe to 21dpe. 

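Hox 11/13 (isotig18972) had 0 reads in Normal, 0 at 3dpe, 1 at 7dpe, 2 at 14dpe and 4 at 21dpe (no replicates). Its RPKM was 0.8 at 7dpe, 1.67 at 14dpe and 3.46 at 21dpe. Against Normal, the FDR was 0.68, 0.49 and 0.22, and between 21dpe and 14dpe the log2 ratio was 1.05 (95% interval -1.75 to 4.52, FDR 0.78). A rise was thus not detectable at this depth. With 1 read added to each count, the log2 ratio at 21dpe fell from 11.75 to 2.23. From the RPKM values the paper concludes that the gene rose from 14dpe.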

In the case of *Hox11/13*, the up-regulating trends occurred from 14dpe.

**Table 10:** Expression profile of developmental genes during intestine regeneration.

Gene ID	Gene name	Normal(RPKM)	3dpe(RPKM)	7dpe(RPKM)	14dpe(RPKM)	21dpe(RPKM)
isotig19205	Wnt4	4.68	14.43↑	45.81↑	20.42↑	12.34↑
isotig18112	Wnt6	5.97	9.04↑	21.62↑	16.28↑	6.42
isotig14310	Wnt8	–	1.93	–	1.36	–
isotig24437	Hox1	8.77	33.80↑	26.82↑	18.59↑	12.38
isotig16174	Hox3	–	19.62↑	5.34↑	4.32↑	–
isotig23550	Hox9/10	2.75	3.97	21.60↑	22.47↑	21.98↑
isotig18972	Hox 11/13	–	–	0.80	1.67	3.46↑
isotig17483	BMP	21.38	22.88	48.41↑	48.91↑	39.49↑
isotig14688	BMP1	6.96	31.45↑	30.86↑	24.31↑	19.64↑
isotig03217	syndecan	170.41	271.40↑	214.40	172.68	219.38
isotig28523	krueppel-like6	31.99	19.81↓	21.95↓	20.76↓	47.30↑

RPKM: normalized gene expression level ↑: up-regulated ↓:down-regulated.

#### b. ECM-associated genes

Quinones *et* *al.* have found that, in the sea cucumber *H. glaberrima,* the ECM content undergoes significant changes during intestine regeneration and that those changes are closely related to MMPs activity [13]. In this study six family genes (collagen, tenascin, laminin, MMPs, spondin and fibropellin) associated with ECM were screened. 

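Table 11 was recomputed for 15 isotigs. Of these, 8 were up-regulated at 1 or more stages and 1 was down-regulated, and 29 of the 45 pairs of isotig and stage with an arrow were past the DEG threshold (no replicates). MMP19 (isotig13187) was up-regulated, with 14 reads in Normal and 205 at 21dpe (log2 ratio 3.78, 95% interval 3.0 to 4.68, FDR 1.5e-40). Papilin (isotig19172) was lower at every stage, with 150 reads in Normal and 0, 1, 17 and 28 at 3, 7, 14 and 21dpe (-2.51 at 21dpe, -3.15 to -1.92, FDR 1.4e-21). MMP14 (isotig19398) had 7 reads in Normal and 1, 3, 7 and 6 at the stages (FDR from 0.092 to 0.92). MMP1 (isotig07199), MMP12 (isotig15379), MMP20 (isotig23432), fibropellin Ia (isotig09128) and tenascin XB-like (isotig16822) had at most 10 reads in any library and passed at no stage. Under an assumed BCV of 0.4, the call of MMP19 was lost at every stage. From the arrows of Table 11 the paper concludes that all of these genes but MMP14 were up-regulated at some stage.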

All of these genes, except MNP14, up-regulated at one or several stages of intestine regeneration (Table 11).

**Table 11:** Expression profile of ECM associated genes during intestine regeneration.

Gene ID	Gene name	Normal(RPKM)	3dpe(RPKM)	7dpe(RPKM)	14dpe(RPKM)	21dpe(RPKM)
isotig22120	alpha-2 collagen	13.41	63.41↑	86.25↑	110.75↑	95.21↑
isotig06513	alpha-5 collagen	43.46	148.89↑	236.37↑	265.37↑	299.74↑
isotig00683	tenascin R	–	2.26↑	4.09↑	5.68↑	0.73
isotig16822	tenascin XB-like	–	4.36↑	0.66	2.06↑	0.71
isotig15853	laminin alpha	12.97	107.46↑	96.88↑	58.33↑	25.63↑
isotig20868	laminin gamma	63.63	262.07↑	318.13↑	174.40↑	149.67↑
isotig07199	MMP1	0.35	1.36	3.08↑	1.60↑	0.33
isotig15379	MMP12	–	0.58	1.06↑	1.10↑	–
isotig19398	MMP14	6.67	0.92↓	2.50↓	6.06	5.38
isotig14227	MMP16	31.79	181.87↑	96.13↑	31.55	39.58
isotig13187	MMP19	4.18	12.37↑	51.13↑	47.75↑	57.60↑
isotig23432	MMP20	–	5.21↑	–	–	–
isotig22633	spondin	11.48	28.26↑	69.07↑	34.76↑	52.81↑
isotig09128	fibropellin Ia	0.57	1.09	2.47↑	1.54↑	1.07↑
isotig17742	fibropellin Ib	9.06	26.18↑	35.97↑	39.65↑	38.75↑
isotig19172	papilin	140.30	–	0.82↓	14.45↓	24.64↓

RPKM: normalized gene expression level ↑: up-regulated ↓:down-regulated.

#### c. Cytoskeletal genes

Changes in cytoskeletal protein synthesis during regeneration have been demonstrated in many regeneration tissues [31], [32], [33]. 

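Table 12 holds 9 isotigs, of which 5 were past the DEG threshold at 3dpe or 7dpe (no replicates). These were alpha-tubulin (isotig14228), Beta-tubulin (isotig22271), actin 2 (isotig07384), myosin VI (isotig16090) and gelsolin (isotig15703). Actin (isotig02881) passed at 14dpe (643 reads against 288 in Normal, log2 ratio 1.02, 95% interval 0.82 to 1.23, FDR 2e-23) and at 21dpe, but not at 7dpe (0.86, 0.65 to 1.06, FDR 3.9e-16). Gamma-tubulin (isotig23490), myosin III (isotig08506) and myosin V (isotig15711) passed at no stage. Gamma-tubulin had 17 reads in Normal and 7 at 3dpe (-1.33, -2.85 to 0.01, FDR 0.093), and myosin V had 52 and 36 (-0.58, -1.24 to 0.06, FDR 0.15). An assumed BCV of 0.4 left none of the calls of Table 12. The paper takes the values of Table 12 as significant changes of all cytoskeletal genes at these stages.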

All cytoskeletal genes showed significant changes at 3 or 7dpe (Table 12). Some (alpha- tubulin, beta-tubulin and actin) were up-regulated; while others (gamma tubulin, myosin and gelsolin) were down-regulated.

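At 7dpe, alpha-tubulin (isotig14228) had 166 reads against 47 in Normal (log2 ratio 1.63, 95% interval 1.15 to 2.12, FDR 2.1e-12; no replicates). Beta-tubulin (isotig22271) had 108 against 20 (2.24, 1.54 to 3.0, FDR 2.7e-12) and actin 2 (isotig07384) had 578 against 162 (1.64, 1.39 to 1.9, FDR 1.4e-42). Myosin VI (isotig16090) fell to 35 reads from 94 (-1.62, -2.22 to -1.05, FDR 1.9e-08) and gelsolin (isotig15703) to 885 from 2368 (-1.62, -1.73 to -1.5, FDR 3.2e-199). Gamma-tubulin (isotig23490) had 20 reads against 17, a log2 ratio of 0.04 (-0.97 to 1.06, FDR 0.96). It was the ratio that scaling changed in direction, to -0.5 with TMM effective library sizes. The paper divides the genes into up-regulated and down-regulated ones by these changes.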

**Table 12:** Expression profile of Cytoskeletal genes during intestine regeneration.

Gene ID	Gene name	Normal(RPKM)	3dpe(RPKM)	7dpe(RPKM)	14dpe(RPKM)	21dpe(RPKM)
isotig14228	alpha-tubulin	23.05	60.93↑	71.10↑	81.96↑	88.12↑
isotig22271	Beta-tubulin	24.57	57.98↑	115.89↑	152.89↑	97.10↑
isotig23490	gamma-tubulin	23.12	9.17↓	23.76	18.53	16.64
isotig02880	actin	103.15	82.45	186.76↑	209.20↑	255.78↑
isotig07384	actin 2	73.99	144.74↑	230.59↑	244.80↑	321.89↑
isotig08506	myosin III	4.06	0.36↓	0.32↓	1.01↓	0.35↓
isotig15711	myosin V	33.06	22.05↓	23.88↓	20.21↓	38.28
isotig16090	myosin VI	63.12	12.94↓	20.53↓	27.45↓	21.48↓
isotig15703	gelsolin	1500.62	373.58↓	489.86↓	758.17↓	1014.86↓

RPKM: normalized gene expression level ↑: up-regulated ↓:down-regulated.

## Discussion

In this study, an RNA-Seq technique was used to construct the large-scale dynamic expression profile during intestine regeneration in *A. japonicus*. Real-time PCR was used to verify gene expression profiles. We found that the results of the verifications were comparable to the gene expression profiles. They had similar trends of up- and down-regulation. However, the change scales of these gene expressions, especially for down-regulated genes, were larger for RNA-Seq, compared with those for Real-time PCR. 

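Among the down-regulated genes of Table 7, the RNA-Seq log2 ratio was larger in size than the paper's RT-PCR value in 27 of 40 pairs, and among the up-regulated genes in 21 of 40 (no replicates). Rp2 Lipase (isotig27803) fell from 1463 reads in Normal to 0 at 3dpe, a log2 ratio of -21.52 (upper 95% bound -8.68) that became -10.57 with 1 read added to each count. That setting left 26 of 40 pairs for the down-regulated genes and 11 of 40 for the up-regulated genes. The paper reasons that RNA-Seq may be the more sensitive method and that variation between individuals may add to the difference.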

The RNA-Seq was probably more sensitive in terms of determining gene expression levels, particularly for low-abundance transcripts [17]. The individual variation may be another reason for the difference in change fold. For RNA-Seq assay, 15 individuals were pooled to run; while for Real-time PCR, 5 samples were used separately.

Thousands of genes (more than 15%, ∼3500ESTs) showed significantly differential expression during intestine regeneration. 

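DEGs against Normal made up 15.49% of the 22691 isotigs at 3dpe (3514) and 15.88% at 7dpe (3604), and 5189 isotigs (22.87%) were DEGs at any stage (no replicates). The total moved most with an assumed BCV of 0.4, which gave 277 DEGs at 3dpe and 229 at 7dpe. An assumed BCV of 0.1 gave 2706 and 2820, and TMM effective library sizes gave 2887 and 3045. The paper relates the number of DEGs to the complexity of intestine regeneration.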

This was to be expected, as intestine regeneration is a very complicated process that includes epithelial cell migration and proliferation, contraction of injured area, changes in cellular function, and communication and interaction of multiple cell types. [13], [34], [35]. This result is not completely consistent with a report by Pablo *et* *al* in which ∼2000 ESTs – a third of the total – showed a different expression in *H. glaberrima.* [7]. Besides which, there was almost no overlap in top DEGs between these two studies. The difference scales of top DEGs were much larger in our results than Pablo *et* *al*. The number of ESTs matched to known genes in the reference libraries was also different: only ∼1500 ESTs (∼20%) in the *H. glaberrima* library and ∼13000 ESTs (47%) in the *A. japonicus* library. The reasons for these differences might be due to three factors. First, most *H. glaberrima* ESTs were only obtained from regenerative intestine, so the original data was biased in favour of the genes associated with regeneration, while in our studies, the ESTs were obtained from transcriptomes of all tissues at multiple developmental stages and varied physiological conditions found in *A. japonicus*. Second, the two reference libraries included different numbers of original ESTs: ∼7000 ESTs in *H. glaberrima* library and ∼ 30000 ESTs in *A. japonicus* library. Third, the RNA-Seq technique has a higher sensitivity to genes expressed at low or very high levels than DNA microarrays [17]. In a previous study we found 324 up-regulated genes and 80 down-regulated genes during regeneration (body wall at 4dpe and intestine at 7dpe) [22], which is much lower than the number of up-regulated genes (2520) and down-regulated genes (1084) in intestine regeneration at 7dpe. This may be due to the sequencing depth of RNA-Seq (∼5M reads) being larger than that of 454 sequencing (182,473 reads). Moreover, single transcriptome data was insufficient to cover the whole transcriptome, so fewer genes were assembled and recognized. It thus becomes clear that our study is a useful supplement to research carried out on a molecular basis as well as being a more representative collection for studying intestine regeneration.

Gene expression profiles changed with tissue and cellular events during intestine regeneration. During the early stage of intestine regeneration a large number of genes, such as seawi, presenilin, matrix metalloproteinase and Tbx2/3, were abundantly expressed, which contributed to many cellular events, such as cellular migration and differentiation (Table S3, 4). 

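Seawi (isotig22058) had 6 reads in Normal, 121 at 3dpe and 91 at 7dpe (no replicates). Its log2 ratio was 4.28 at 3dpe (95% interval 3.12 to 5.75, FDR 9e-27) and 2.19 at 21dpe (0.89 to 3.74, FDR 0.0014). Presenilin (isotig08574) had 2 reads in Normal and 27 at 3dpe (3.70, 1.71 to 6.82, FDR 1.2e-05), and Tbx2/3 (isotig14068) had 2 and 73 (5.14, 3.23 to 8.21, FDR 6.8e-18). Matrix metalloproteinase 16 (isotig14227) had 65 reads in Normal and 386 at 3dpe (2.52, 2.13 to 2.92, FDR 1.6e-52). None of these 4 isotigs was left as a DEG at 3dpe under an assumed BCV of 0.4, although the ratios are the same there. From their early expression, the paper proposes that these genes contribute to cell migration and differentiation.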

As regeneration proceeded, genes such as helicase, growth arrest-specific 8-like, DnaJ and cyclin-dependent kinase were up-regulated to promote cell proliferation at 7- and14-dpe (Table S4, S5). 

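At 7dpe, helicase (isotig15679) had 71 reads against 14 in Normal (log2 ratio 2.15, 95% interval 1.31 to 3.09, FDR 6.6e-08; no replicates), and 59 at 3dpe. Growth arrest-specific 8-like (isotig14948) had 41 against 6 (2.58, 1.33 to 4.1, FDR 8.4e-06) and Dnajb11 (isotig15164) had 518 against 71 (2.67, 2.31 to 3.05, FDR 1.2e-70). Cyclin dependent kinase 2 (isotig15198) was past the threshold at 7dpe (58 reads against 19, 1.41, 0.65 to 2.25, FDR 0.00049) and 14dpe (59 reads, 1.50, 0.73 to 2.32, FDR 0.00023), and not at 3dpe (48 reads, 1.28, 0.49 to 2.13, FDR 0.003). Helicase (isotig15679), growth arrest-specific 8-like and Dnajb11 were DEGs at 3dpe as well. Other isotigs with these names varied. DnaJ homolog subfamily B member 6 (isotig17584) and C member 9 (isotig19087) passed at 7dpe and 14dpe. Subfamily A member 2 (isotig14510) passed at 14dpe but not 7dpe (log2 ratio 0.99), and C member 7 (isotig10286) at neither. Another helicase (isotig27792) and cyclin-dependent kinase-like 5-like (isotig13175) passed at 7dpe but not 14dpe (FDR 0.015 and 0.033). With TMM effective library sizes the ratio of cyclin dependent kinase 2 was 0.88 at 7dpe, below the threshold. The paper states that these genes rose to promote cell proliferation at 7dpe and 14dpe.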

Lost tissues were then restored and regeneration entered into the intestine growth stage (which included intestinal wall thickening and other processes) so that the number and change fold of DEGs gradually decreased. 

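The number of DEGs fell from 3604 at 7dpe to 2561 at 14dpe and 1566 at 21dpe (no replicates). The median log2 ratio of up-regulated DEGs was 2.13, 1.9 and 1.89 at these stages, and that of down-regulated DEGs was -2.47, -1.97 and -1.89. The totals moved most under an assumed BCV of 0.4, to 229, 52 and 24. The paper explains the decrease by the restored tissue having entered its growth stage.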

We have listed the top significant DEGs as a reference for further studies. In our previous transcriptome comparative study [22], genes in the top significant DEGs list, such as proprotein convertase subtilisin/kexin type 9 and cyclin B3, also showed a high degree of differential expression. Orthodenticle, Hu/elav, regeneration-associated protein and speedy A, that were deemed to be associated with regeneration or development in some studies, are good candidate genes for studying intestine regeneration [7], [36], [37]. Nevertheless, many genes in the top DEGs list, such as low-density lipoprotein-related protein, cellular retinol-binding protein, and proprotein convertase subtilisin/kexin type 9, were mainly related to intestinal digestion, absorption, and metabolism. It was thus obvious that their expression levels changed when the intestine lost its function [38], [39], [40]. When this is taken into consideration, it is clear that a search for important regeneration-associated genes should not be strictly confined to the top DEGs as this was not sufficient to search important regeneration-associated genes. To focus on key genes, we compared gene expression between 3dpe and 7dpe stages. Previous studies have demonstrated that the blastema for developing a new intestine forms at 7dpe [8]. The early stage is therefore crucial for regeneration. The method that we used was successful even though only 536 DEGs were observed. 

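In the deposited counts, 535 DEGs were found between 3dpe and 7dpe (no replicates). H3.3 histone (isotig01386) had 23 reads at 3dpe and 2 at 7dpe (log2 ratio 3.66, 95% interval 1.65 to 6.79, FDR 9.9e-05), and ribosomal protein L23a (isotig11169) had 49 and 10 (2.43, 1.44 to 3.58, FDR 9e-07). Solute carrier family 5 (isotig16483) had 604 and 125 (2.41, 2.13 to 2.7) and attractin-like 1 (isotig19556) had 40 and 10 (2.14, 1.12 to 3.31, FDR 8.6e-05). Tetraspanin 11 (isotig24215) had 1 read at 3dpe and 20 at 7dpe (-4.18, -9.55 to -1.54, FDR 0.00066). Only 3 of the 535 DEGs were left with an assumed BCV of 0.4. The paper regards the comparison of these stages as successful in spite of the small number of DEGs.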

Besides H3.3 histone, ribosomal protein L23a and other genes associated with DNA replication, other previously-unnoticed genes attracted our interest (Table 6). For example, it has been demonstrated that annexin could regulate regeneration by affecting the synthesis of EGF [41], [42]. Attractin, a member of the CUB family, plays a crucial role in myelination in the central nervous system, so its over-expression could relate to the reconstruction of the nervous system of regenerative intestine [43], [44]. In addition, over-expression of the solute carrier family and the tetraspanin gene were observed in regenerating rat liver [45], [46]. The genes unique to a certain stage are very important. For example, f-box only protein and heat shock protein 70 were unique to 3dpe (Table S8). 

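F-box only protein 47-like (isotig10987) had 7 reads at 3dpe and 0 in the other libraries (FDR 0.03 against Normal; no replicates). Of the isotigs named heat shock protein 70, isotig00995 had 5 reads at 3dpe only (FDR 0.093), and isotig00993 had 15, 14, 5 and 5 reads at 3, 7, 14 and 21dpe and 0 in Normal. The log2 ratio of isotig10987 at 3dpe was 12.69 (lower 95% bound 0.47), and 2.95 with 1 read added to each count. From their presence at 3dpe alone, and from known roles in protein degradation and stress response, the paper regards these genes as important.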

F-box protein only mediates the ubiquitination and subsequent proteasomal degradation of target proteins, which play an important role in degrading protein to promote cell migration. Heat shock protein 70 may response stimuli and help sea cucumbers to resist abnormal state. Besides, about two thirds unique genes were “unknown genes” which need further specific research.

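Table S8 gives no Blast hit for 69.61% of the isotigs found only at 3dpe, 65.85% at 7dpe, 69.76% at 14dpe and 69.0% at 21dpe (no replicates). At the same stages, 385, 366, 248 and 229 isotigs were found in no other library. A minimum of 3 unique reads in the library moved these numbers to 27, 24, 11 and 15. The paper concludes that these unknown genes need further research.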

### Function classification of DEGs

It is to be expected that the significantly enriched GO terms are mainly associated with development, gene expression, metabolism and cell cycle. In many studies, a number of key developmental regulators have been found to be up-regulated during the regenerative process [2]. 

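Both isotigs named Dap5 protein were up-regulated. Isotig17484 had 65 reads in Normal and 154, 192, 164 and 147 at 3, 7, 14 and 21dpe, with a log2 ratio of 1.37 at 7dpe (95% interval 0.95 to 1.8, FDR 3.3e-11; no replicates). Isotig17529 had 107 reads in Normal and 252, 296, 259 and 218 at the stages, with a log2 ratio of 1.27 at 7dpe (0.95 to 1.61, FDR 3e-15). At 21dpe isotig17529 was just short of the threshold, with a log2 ratio of 0.94. Under TMM effective library sizes both fell below the threshold at 7dpe, to 0.83 and 0.73. The paper reads such changes as an activation of genes for gene expression.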

Genes mapped to “gene expression” terms, such as Zinc finger protein, ribosomal protein, and Dap5 protein, were activated to produce mature gene products during intestine regeneration. The results also demonstrated some marked trends in gene functioning during the different stages of regeneration. During the early stages, nutrients were rapidly accumulated by genes executing “substance transport”, to provide energy for regeneration and a large number of genes associated with development and cellular events were over-expressed to initiate regeneration. At 7dpe, genes associated with metabolism were activated during the rapid blastema formation stage, when anabolism and catabolism activities (macromolecule biosynthesis and metabolism, protein synthesis and degradation) were dominant [8]. At this stage, intestine wall undergo differentiation, when undifferentiated cells gradually differentiate into different cell types. So anabolism and catabolism activities were dramatic. At the 14dpe stage, there was an obvious change in the expression of genes mapped to “cell cycle”, which was consistent with a previous study in which it was noted that, during this stage, a large number of dividing cells were found in serosa/muscle and mucosa [8]. Besides, at this stage, DGEs were mapped to signal transduction term (signal transduction in response to DNA damage and DNA damage response, signal transduction by p53 class mediator). At the 14dpe stage, the rate of cell proliferation was high, so DNA replication activities was dramatic. Hence, signal transduction was started to response to DNA damage during DNA replication.

### Pathways that play a key role in regeneration

Pathway enrichment analysis identified the most significantly-affected pathways during intestine regeneration. It is no surprise that “Ribosome”, “Spliceosome”, “RNA transport” and“DNA replication” pathways were observed, because protein synthesis is needed for initiating and maintaining regeneration, and the digestion and absorption of vitamin, fat and carbohydrate were inevitably weakened because of the loss of intestine function. The metabolism of Glycerophospholipid, alpha-Linolenic acid and Starch and sucrose were also affected due to hypometabolism (associated with high oxygen consumption) during intestine regeneration [24]. The “Notch signaling pathway” has been reported to play a key role during the regeneration of human intestine epithelia [47], avian retina [48], rat liver [49], zebrafish heart [50] and newt retina [51] by controling multiple cell differentiation, proliferation and apoptotic programs [52]. 

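Of the 22 isotigs that Table S7 lists for the Notch signaling pathway, 21 were up-regulated at 3dpe and 1 was down-regulated (no replicates). All 22 were DEGs at 3dpe, the stage they were selected at, so lower numbers later follow in part from the selection. Up-regulated isotigs numbered 15 at 7dpe, 7 at 14dpe and 4 at 21dpe. Neurogenic locus notch (isotig17381) had 10 reads in Normal and 75 at 3dpe (log2 ratio 2.85, 95% interval 1.89 to 3.97, FDR 5.8e-12), and receptor protein Notch1 (isotig15838) had 55 and 162 (1.50, 1.05 to 1.97, FDR 1.5e-11). Histone deacetylase 1 (isotig10233) had 187 reads in Normal and 933 at 7dpe (2.12, 1.9 to 2.36, FDR 4.8e-97). Presenilin (isotig08574) had 2 and 27 reads in Normal and at 3dpe. A delta/notch-like isotig outside the list (isotig20257) had 2 reads at 3dpe and 0 in the other libraries, and was not past the threshold (FDR 0.42). The 1 down-regulated isotig, isotig13699, had 1469 reads in Normal and 0 at 3dpe. With TMM effective library sizes 9 of the 21 stayed up-regulated, and with an assumed BCV of 0.4 none did. The paper concludes that many genes of this pathway were up-regulated during regeneration.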

In the preset study, many genes involved in this pathway – such as delta, notch, histone deacetylase and presenilin – were identified and up-regulated during intestine regeneration. Another noticeable pathway is the “ECM-receptor interaction” pathway. In this pathway, genes – for example, collagen, laminin, tenascin, axonemal dynein and CD36 – that are required for cellular activities such as cell adhesion, migration and differentiation, were also affected [53], [54]. 

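Of the 13 isotigs that Table S7 lists for cytokine-cytokine receptor interaction, 12 were up-regulated and 1 was down-regulated at 3dpe (no replicates). All 13 were DEGs at 3dpe, the stage they were selected at, so lower numbers later follow in part from the selection. At 7dpe 6 were up-regulated, at 14dpe 2 and at 21dpe 0, and the down-regulated isotig stayed so at every stage. TMM effective library sizes left 7 of the 12 at 3dpe, and an assumed BCV of 0.4 left 1. The paper names growth factor and tumor necrosis factor families among the up-regulated genes of this pathway.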

In addition, genes belonging to the FDGF (fibroblast-derived growth factor), TNF (Tumor necrosis factor) and TGF (Transforming growth factor) family were observed to be up-regulated in the “Cytokine-cytokine receptor interaction” pathway. This phenomenon has also been reported during liver regeneration [55], [56].

### Special types of genes associated with regeneration

#### a. Developmental genes

Many developmental genes were differentially expressed during intestine regeneration, Which is not surprising, since regeneration and development are closely related. It appears that developmental genes are reactivated during the regenerative process [4]. Therefore, the developmental genes that we screened were excellent candidates for regeneration study.

The Wnt gene family, which encodes a large group of secreted cysteine-rich proteins, is one of the most intensively studied gene families and is a critical mediator of key cell-cell signaling events during development and regeneration [57], [58]. We found that the expression patterns of *wnt4*, *wnt6* and *wnt8* were not exactly the same during intestine regeneration in *A. japonicus*. 

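Wnt4 (isotig19205) had 5 reads in Normal and 16, 56, 24 and 14 at 3, 7, 14 and 21dpe, and Wnt6 (isotig18112) had 7 in Normal and 11, 29, 21 and 8 (no replicates). Wnt8 (isotig14310) had 4 reads at 3dpe, 3 at 14dpe and 0 in the other libraries. Between 3dpe and 7dpe, Wnt4 was lower at 3dpe (log2 ratio -1.67, 95% interval -2.57 to -0.84, FDR 0.00027), while Wnt6 was not past the threshold (-1.26, -2.41 to -0.21, FDR 0.09). No comparison of Wnt genes with each other was tested. The difference of Wnt4 between 3dpe and 7dpe was lost with an assumed BCV of 0.1. From the patterns in Table 10, the paper concludes that the Wnt genes were not expressed in exactly the same way.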

As previously reported, distinct Wnt genes have dual roles in regeneration, with some genes promoting regeneration while others inhibited regeneration [59]. 

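Against Normal, Wnt4 (isotig19205) was up-regulated at 7dpe (56 reads against 5, log2 ratio 3.29, 95% interval 1.98 to 4.97, FDR 1.2e-09; no replicates). It was not past the threshold at 3dpe (1.62, 0.11 to 3.43, FDR 0.062), 14dpe (2.12, 0.71 to 3.87, FDR 0.0048) or 21dpe (1.40, -0.16 to 3.22, FDR 0.19). Wnt6 (isotig18112) had its largest ratio at 7dpe (29 reads against 7, 1.86, 0.63 to 3.29, FDR 0.0039) and passed at no stage. The ratio of Wnt6 at 21dpe changed sign with the scaling, from 0.10 to -0.24 with TMM effective library sizes. From the rise of both genes and earlier work, the paper links them to epithelial remodeling and muscle formation.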

The *wnt4* and *wnt6* genes were up-regulated during intestine regeneration of *A. japonicus* and have been shown to be involved in epithelial remodeling, myogenesis, epithelial-mesencheymal transformation and the endomesoderm genes regulatory network [60], [61], [62], [63]. Only a very low level of transcript of *wnt8* was, however, detected during intestine regeneration in *A. japonicus,* indicating that this gene may not contribute to this process. 

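Wnt8 (isotig14310) had 0 reads in Normal, 4 at 3dpe, 0 at 7dpe, 3 at 14dpe and 0 at 21dpe (no replicates). Against Normal, the FDR was 0.16 at 3dpe and 0.32 at 14dpe, and the lower 95% bounds of the log2 ratios, -0.65 and -1.41, were below 0. A change was not detectable at this depth, where 3 reads are taken as the smallest share a library can show. The ratio at 3dpe moved most with 1 read added to each count, from 10.91 to 2.27. From the low level of transcript, the paper proposes that Wnt8 may not contribute to regeneration.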

Results from another study have also indicated that *wnt8* transcripts were undetectable by *in situ* hybridization during zebrafish fin regeneration [64].

The Hox genes that encode transcription factors are an important gene family that determines positional identity along the anteroposterior axis in a wide range of metazoans and guides tissue differentiation [65], [66], [67], [68]. These genes determine the progenitor cell fate and positional identity during wound healing and regeneration [66], [67]. As is the case for Wnt genes, the four *hox* genes also show different expression patterns. The *hox1* and *hox3* genes are activated at the early stage of intestine regeneration, while *hox9/10* and *hox 11/13* are stable until a later stage, which is consistent with results from research on *Xenopus* limb regeneration. 

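Hox1 (isotig24437) and Hox3 (isotig16174) had their most reads at 3dpe, 24 and 30, against 6 and 0 in Normal (no replicates). Hox9/10 (isotig23550) had 2 reads in Normal, 3 at 3dpe and 18 at 7dpe, and Hox 11/13 (isotig18972) had at most 4 reads, at 21dpe. Only Hox3 at 3dpe was past the DEG threshold (FDR 2e-08). An assumed BCV of 0.4 took that call away as well. From the time of the rise in each gene, the paper concludes that Hox1 and Hox3 are activated early and the other 2 later.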

This research indicated that X*hox*c10 was up-regulated when cells dedifferentiated in the blastema,whereas X*Hox*a13 was slightly re-expressed during later regeneration, while X*Hox*d13 was not expressed until a later regeneration phase [69]. This could be because different Hox genes play distinct roles in regeneration, including wound healing, setting up regeneration, and specifying positional identity [70], [71].

Bone morphogenetic proteins (BMPs) are multi-function growth factors that regulate cell proliferation, survival, differentiation, and apoptosis [72]. An increased level of attention has recently been focused on the role of BMPs in regeneration, such as tail and limb regeneration in *Xenopus* tadpoles [73], newt lens regeneration[74], digit regeneration in fetal mice [75], and bone regeneration in rats [76]. 

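BMP1 (isotig14688) had 13 reads in Normal and 61, 66, 50 and 39 at 3, 7, 14 and 21dpe (no replicates). It was up-regulated at 3dpe (log2 ratio 2.18, 95% interval 1.3 to 3.16, FDR 2.2e-07), 7dpe (2.15, 1.28 to 3.13, FDR 2.1e-07) and 14dpe (1.80, 0.9 to 2.81, FDR 0.0001). At 21dpe it was not past the threshold (1.50, 0.56 to 2.53, FDR 0.0049). With TMM effective library sizes, the ratio at 14dpe was 1.42 and no longer past it. The paper concludes that BMP1 was up-regulated, as in another sea cucumber.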

Our results have shown that BMP1 was up-regulated during intestine regeneration, which is consistent with Mashanov et al.' s study on intestine regeneration in *H. glaberrima* [11]. They suggested that Bmp1 may be involved in regulating the folding of the luminal epithelium and gut looping by modulating morphogenetic movements [11].

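Syndecan (isotig03217) had 277 reads in Normal and 458, 399, 309 and 379 at 3, 7, 14 and 21dpe (no replicates). Its log2 ratio was 0.67 at 3dpe (95% interval 0.45 to 0.89, FDR 7.1e-09), above 0 by more than the sampling of reads but below the threshold of 1, and 0.33 at 7dpe (0.11 to 0.56, FDR 0.012). Krueppel-like6 (isotig28523) had 14 reads in Normal and 9, 11, 10 and 22 at the stages, with FDR from 0.42 to 0.52, so a change was not detectable at this depth. For syndecan, TMM effective library sizes gave 0.12 at 3dpe and -0.21 at 7dpe. The paper concludes that regeneration affected both genes.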

In our study we found that two other two genes, syndecan and krueppel-like6, were affected by regeneration. These are reported to be associated with muscle and axon regeneration [77], [78]. Syndecans, a member of the transmembrane heparin sulfate proteoglycans (HSPGs) family, are implicated in muscle differentiation and myoblast development to direct muscle regeneration [78], [79], [80]. Krueppel-like factors, a family of zinc finger transcription factors, were deemed to regulate the intricate gene programs associated with axon regeneration [77], [81].

#### b. Extracellular matrix (ECM) associated genes

ECM remodeling related to organ morphogenesis and regeneration, has been demonstrated in many animals: liver regeneration in rats [82], skeletal muscle regeneration in mouse [83], limb regeneration in newts [84], skin regeneration in mammals [85] and intestine regeneration in sea cucumber *H. glaberrima* [13]. Collagen, tenascin, laminin, spondin and fibropellin were similarly observed to be up regulated during intestine regeneration. 

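Alpha-2 collagen (isotig22120) and alpha-5 collagen (isotig06513) were up-regulated at every stage (no replicates). At 14dpe, they had 100 reads against 11 in Normal (log2 ratio 3.05, 95% interval 2.14 to 4.09, FDR 4.2e-16) and 652 against 97 (2.61, 2.3 to 2.93, FDR 8.1e-89). Laminin alpha (isotig15853) was up-regulated at 3, 7 and 14dpe, with 172 reads against 20 at 3dpe (3.05, 2.38 to 3.8, FDR 7.7e-29), and laminin gamma (isotig20868) at all 4 stages. Spondin (isotig22633) passed at 7dpe (62 against 9, 2.59, 1.57 to 3.78, FDR 1.6e-08) and 21dpe, and fibropellin Ib (isotig17742) at 7, 14 and 21dpe. Tenascin XB-like (isotig16822) had 0 reads in Normal and 6, 1, 3 and 1 at the stages (FDR 0.053 at 3dpe). Another isotig named tenascin XB-like, isotig19399 in Table 5, was down-regulated at every stage. None of these up-regulated calls was left with an assumed BCV of 0.4. From these rises, the paper concludes that the ECM genes contributed to regeneration.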

ECM remodeling is regulated by the proteolytic activities of matrix metalloproteases (MMPs), which degrade ECM components [13], [86]. Many studies have suggested that MMPs are required for tissue remodeling and regeneration, such as newt limb regeneration [87], zebrafish fin regeneration [88], mice epithelial regeneration [89] and skeletal muscle regeneration [90]. 

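MMP16 (isotig14227) and MMP19 (isotig13187) were the MMP isotigs of Table 11 past the DEG threshold (no replicates). MMP16 had 65 reads in Normal and 386, 225, 71 and 86 at 3, 7, 14 and 21dpe, with a log2 ratio of 2.52 at 3dpe (95% interval 2.13 to 2.92, FDR 1.6e-52). MMP19 had 14 reads in Normal and 43, 196, 176 and 205 at the stages, with 3.61 at 7dpe (2.83 to 4.51, FDR 1e-35). MMP1 (isotig07199) had 1 read in Normal and at most 10 (FDR 0.039 at 7dpe). MMP12 (isotig15379) had at most 2 reads and MMP20 (isotig23432) had 4 at 3dpe only (FDR 0.16). MMP14 (isotig19398) had 7 reads in Normal and 1 at 3dpe (-2.86, -8.36 to 0.1, FDR 0.092). Scaled by TMM effective library sizes, the ratio of MMP16 at 21dpe went from 0.32 to -0.03. The paper concludes that all MMP genes but MMP14 were up-regulated.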

Our results also identified up-regulated expression of all MMP genes except MMP14. We have concluded that ECM genes contributed to intestine regeneration in *A. japonicus*.

#### c. Cytoskeletal genes

Myogenesis is one of the most remarkable characteristics of intestine regeneration [35]. Many myocyte events occurred during intestine regeneration of sea cucumbers, including the formation of spindle-like structures, muscle component dedifferentiation, and muscle precursor cell division [35], [91], [92]. Our results showed a dramatic expression variation in cytoskeletal genes. The Cytoskeletal genes- “tubulin” [93], [94], [95], “actin” [96], “myosin” [97] and “gelsolin” [98] have been proved to be related to regeneration. 

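Myosin VI (isotig16090) had 94 reads in Normal and 20, 35, 45 and 34 at 3, 7, 14 and 21dpe, and was down-regulated at every stage (log2 ratio -2.29 at 3dpe, 95% interval -3.06 to -1.58, FDR 2.8e-12; no replicates). Gelsolin (isotig15703) fell from 2368 reads to 612 at 3dpe (-2.01, -2.14 to -1.88, FDR 2.6e-254) and 885 at 7dpe. At 14dpe it had 1317 reads and at 21dpe 1702, with log2 ratios of -0.98 and -0.56, short of the threshold. Myosin III (isotig08506) had 11 reads in Normal and 1, 1, 3 and 1 at the stages (FDR 0.011 at 3dpe). Myosin V (isotig15711) had 52 in Normal and 36, 43, 35 and 64 (FDR 0.15 at 3dpe). With TMM effective library sizes gelsolin passed the threshold at 14dpe as well (-1.37). The paper proposes that the decrease of myosin may relate to the newly formed intestine having no muscle layer.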

An interesting finding is the down-regulated expression of myosin and gelsolin during intestine regeneration. A similar result was also reported in *H. glaberrima* [7]. The expression of gelsolin was also observed to be down-regulated in regenerating skeletal muscle [99]. This may relate to the observation that there is no muscle layer in the newborn intestine at the early stage of regeneration, so myosin was not needed to regulate muscle motility [8]. Gelsolin has been demonstrated to be a regulator and effector of apoptosis, which would explain why it was down regulated during Cytoskeletal remodeling [100].

## Conclusion

The intestine regeneration of sea cucumbers is a complex process where thousands of genes (more than 15%, ∼3500 ESTs) showed significantly differential expression during intestine regeneration. RNA-Seq can be used for analyzing variantion in gene expression between different samples. Analysis gained by this study will be useful for future regeneration studies on sea cucumbers. Moreover, we demonstrate that intestine regeneration in the sea cucumber is a good model for studies to identify and characterize the molecular basis of organ regeneration.

## Supporting Information

Figure S1 **Sequencing saturation analysis in Normal, 3dpe, 7dpe, 14dpe and 21dpe libraries.**
(TIF) Click here for additional data file.

Table S1 **PCR primers were used for Real-time PCR validation.**
(XLS) Click here for additional data file.

Table S2 **All differential expressed genes at 3dpe Vs 7dpe.**
(XLS) Click here for additional data file.

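Table S2 gives for each DEG between 3dpe and 7dpe its RPKM in both libraries, the log2 ratio, the direction, the P value, the FDR and the best Blast hit. Up-regulated there means higher at 3dpe. Recomputed from the counts, all of its 535 rows had the same call, 255 up-regulated and 280 down-regulated (no replicates).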

Table S3 **All differential expressed genes at 3dpe Vs Normal.**
(XLS) Click here for additional data file.

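The readable part of Table S3 holds 1999 rows, all up-regulated at 3dpe, since its later rows are cut in the available text. All 1999 had the same call when recomputed from the counts (no replicates), where 2415 isotigs were up-regulated and 1099 down-regulated in all.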

Table S4 **All differential expressed genes at 7dpe Vs Normal.**
(XLS) Click here for additional data file.

Table S5 **All differential expressed genes at 14dpe Vs Normal.**
(XLS) Click here for additional data file.

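Table S6 is whole, with 1566 rows. All of them had the same call when recomputed from the deposited counts, 1012 up-regulated and 554 down-regulated (no replicates). No Blast hit is given for 660 of them (42.15%).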

Table S6 **All differential expressed genes at 21dpe Vs Normal.**
(XLS) Click here for additional data file.

Table S7 **The DEGs (isotigs) in enriched Pathways.**
(XLS) Click here for additional data file.

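Table S7 lists isotigs that are DEGs and belong to an enriched pathway, so it holds no background of unchanged isotigs. In the available text the lists of 12 pathways are whole and those of the other pathways stop at 30 isotigs.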

Table S8 **All genes unique to 3, 7, 14 and 21dpe respectively.**
(XLSX) Click here for additional data file.

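Table S8 gives the isotigs with reads in 1 regeneration library and in no other, with their RPKM and best Blast hit. All 385 isotigs found only at 3dpe in the counts are in it, and so are the 366, 248 and 229 found only at 7, 14 and 21dpe (no replicates).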

How the deposited data were processed for this re-analysis (not part of the article)

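Intestine RNA was sequenced in 5 libraries, 1 from Normal animals and 1 each at 3dpe, 7dpe, 14dpe and 21dpe. Each library came from a pool of 15 animals, so there is 1 library per condition and no replicates. Conditions were taken from the library labels, which name the stages as the paper does.

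The authors sequenced on an Illumina HiSeq 2000, removed reads with adaptors, unknown bases or low quality, and aligned the rest with SOAPaligner/soap2, whose version the paper's methods do not state, to a reference transcriptome. For each isotig the authors deposited the count of unique reads, the isotig length, the percent coverage of its length by reads, and the RPKM. The deposited count is a whole number of unique reads without any scaling. The deposited RPKM divides that count by isotig length and by the total of unique reads of the library. The coverage deposited by the authors is in percent of the isotig length. All tests started from the counts. RPKM was used for log2 ratios and coverage only to describe depth.

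Unique reads per library were 1250409 in Normal, 1298097 at 3dpe, 1431558 at 7dpe, 1376454 at 14dpe and 1328904 at 21dpe. Taking 3 reads as the smallest amount a library can show, the floor for an isotig of 1 kb was an RPKM of 2.4, 2.31, 2.1, 2.18 and 2.26 in the same order. An RPKM of 0 stands for 0 reads at this depth and not for absence.

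Each stage was compared with Normal, and 3dpe with 7dpe, 14dpe with 7dpe and 21dpe with 14dpe, 7 comparisons in all. The test was the exact test of Audic and Claverie on unique reads with library totals, followed by Benjamini-Hochberg FDR. A DEG has an FDR of at most 0.001 and an absolute log2 ratio of RPKM of at least 1, with an RPKM of 0 set to 0.001. Intervals of log2 ratios are 95% Clopper-Pearson intervals from the reads of both libraries and hold the sampling of reads only. Intervals of shares are 95% Wilson intervals, which treat the isotigs as a random sample. They hold neither the sampling of reads nor the spread between animals. No spread between animals can be estimated from these libraries.

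The main tests, thresholds, named-gene rule and alternatives were set before the processed files arrived, except 1 detail of the exact test. Some tests of explanations, and a limit used in 1 of them, were added after results were seen and are marked where they appear. The plan did not say how the tails of the exact test are counted. The first version counted the observed reads in the upper tail. After P values printed in the supplementary tables were compared, this was changed to the smaller of the lower tail with the observed reads and the upper tail without them, doubled. The first version was kept as an alternative chosen after seeing the data.

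Named genes were chosen by rule. They are every isotig named in Tables 2 to 7 and 10 to 12, or in the text by a name that Tables S2 to S8 pair with an isotig. Added to these are, per comparison with Normal, the 5 DEGs up and 5 down with the largest log2 ratio (1 read added) among isotigs with at least 10 reads in both libraries. Last come the 5 isotigs without a Blast hit in Tables S2 to S8 that had most reads in any regeneration library among those with 0 reads in Normal.

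The alternatives set in advance were TMM effective library sizes (edgeR 4.0.16), median-of-ratios size factors (DESeq2 1.42.0), at least 10 reads in the compared libraries together, 1 read added to each count, Fisher's exact test, edgeR's exact test with an assumed BCV of 0.1 or 0.4, and Benjamini-Yekutieli FDR. Detected isotigs were also counted with at least 3 or at least 10 unique reads and with reads drawn down to the smallest library (seed 20130806). Scripts ran under R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

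The test was tested on simulated data. Of 200 simulated changed isotigs, 199 were recovered, and 1 of 22491 unchanged isotigs was called, with a median error of 0.19 in log2. The simulated counts held the sampling of reads only, without spread between animals, and changes well above the DEG threshold. The result thus checks the code. It cannot tell how the test performs for small changes, isotigs with few reads or spread between pools. In a first simulation the changed isotigs were drawn from all isotigs, which shifted the composition of the library. The simulation was then limited to isotigs with a moderate number of expected reads, and the test code was not changed. A further simulation shifted the composition on purpose. Its true scaling factor was 0.553, against 0.565 from TMM and 0.556 from median-of-ratios, and unchanged isotigs called were 881 with library totals and 0 with TMM.

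Some parts were left out. GO and pathway enrichment was not recomputed, because the annotation of all isotigs is not in the files analysed here. Pathway lists that are cut short in the available text were not counted. The isotig given for tenascin R in Table 11 (isotig00683) and the isotig given for actin in Table 12 (isotig02880) are not in the files analysed here. For actin, isotig02881, which the supplementary tables name actin and which has the same RPKM values, was used, and tenascin R was left out. RT-PCR values are the paper's and were not recomputed.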

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

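A flag is a reason to look and not a finding, and each comparison rests on 1 library per stage (no replicates). The first flags are differences between stages: 4 named isotigs were DEGs in opposite directions at different stages against Normal, in 10 pairs of stages. Among all isotigs, 49 were up-regulated at 1 stage and down-regulated at another, and only the named ones were examined. The flagged value is the log2 ratio between the stages, tested by the exact test between their libraries. Lactase-phlorizin hydrolase (isotig08881) had 589 reads in Normal, 31 at 3dpe, 2071 at 7dpe, 2855 at 14dpe and 1796 at 21dpe, with log2 ratios to 3dpe of 5.92, 6.44 and 5.82. A cellular retinol-binding protein type 1b-like isotig (isotig10933) had 348 reads in Normal, 9 at 3dpe, 8050 at 14dpe and 2969 at 21dpe, with log2 ratios to 3dpe of 9.72 and 8.33. Cellular retinol-binding protein type 1b (isotig11232) had 266 reads in Normal, 0 at 3, 7 and 14dpe and 589 at 21dpe, a log2 ratio of 19.31 against each of these stages (exact test p = 4.8e-175, 9.6e-188 and 1.4e-182). Fatty acid binding protein 2 (isotig19264) had 2375 reads in Normal, 0 at 3dpe, 68 at 7dpe, 2952 at 14dpe and 7550 at 21dpe, with log2 ratios of 22.67 from 3dpe and 6.9 from 7dpe to 21dpe. Ratios against 0 reads depend on the RPKM of 0.001 put in place of 0.

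For these pairs 3 technical explanations were tested, with predictions written only after the pairs were seen. If a few abundant isotigs in Normal (composition) made the pattern, TMM effective library sizes would remove most pairs, but 7 of 10 were left. If reads had moved between near-identical isotigs of 1 family, the reads summed over isotigs with the same Blast hit would lose the pattern. They kept it in 9 of 10 pairs, but for isotig08881 and isotig19264 the sum adds almost no reads, so that their 5 pairs test nothing. In the other 5 pairs, all of 1 family (isotig10933 and isotig11232), other isotigs hold at least 10% of the reads in a compared library, a limit chosen after seeing the data, and the pattern was kept in 4. The pair not kept is 21dpe against 14dpe of isotig11232. Movement of reads between near-identical isotigs of 1 family is therefore not excluded for most pairs. If spread between animal pools made the pattern, an assumed BCV of 0.4 would remove most pairs, and 0 of 10 were left. A pair is lost when either of its calls against Normal is lost. The flagged ratios between the stages were not themselves tested under that BCV, so this result cannot decide about them. Spread between pools is not excluded, and the pattern is not called biological. For isotig19264, the paper's RT-PCR values also rose from 3dpe to 21dpe, but stayed below Normal at every stage. RT-PCR thus did not show the level above Normal at 21dpe that makes its pairs opposite. A different feeding or digestive state of the pools was not tested.

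The next flags come from comparisons the paper does not report. Between 14dpe and 7dpe there were 789 DEGs, and between 21dpe and 14dpe there were 318. Under an assumed BCV of 0.4 they fell to 18 and 6, and under a BCV of 0.1 to 484 and 162. Spread between pools as wide as a BCV of 0.4 could thus account for most of these calls. No biological explanation was tested.

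The last flags are isotigs without a Blast hit that the paper does not discuss, with 0 reads in Normal and many elsewhere. The most reads were 618 for isotig16220 (21dpe), 518 for isotig29411 (21dpe), 319 for isotig19873 (7dpe), 228 for isotig09836 (7dpe) and 194 for isotig24831 (7dpe). With an assumed BCV of 0.4, a test whose prediction was written after the isotigs were seen, 5 of 5 were still DEGs at that stage. They were picked for having most reads with 0 in Normal and tested at their highest stage. Passing was thus likely in advance, and spread between pools is not excluded by it. Reads from another organism in the gut could give the same pattern and were not tested, because no isotig sequences are in the files analysed here. Without a Blast hit, reads shared with near-identical isotigs could not be tested for these 5 either. The pattern cannot be told apart from these explanations.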

How the results depend on the processing

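Of 42 headline results, 2 moved by less than 1.5 times under every alternative, both of them RT-PCR counts. That rule counts 48 of 80 pairs with a smaller RT-PCR change as unchanged, although 1 read added to each count took it to 37, fewer than 40 of 80. Of 336 gene results, 198 were unchanged. Adding 1 read to each count changed no call. Fisher's exact test weakened 2 calls, Benjamini-Yekutieli FDR 20, an assumed BCV of 0.1 22 and an assumed BCV of 0.4 125. TMM effective library sizes weakened 30, strengthened 2 and reversed 9 ratios, and median-of-ratios size factors weakened 30, strengthened 2 and reversed 10. At least 10 reads in the compared libraries together strengthened 1 of 301. The upper tail counting the observed reads, which was chosen after seeing the data, weakened 3.

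Scaling changed the DEG counts against Normal. With TMM effective library sizes, DEGs up and down were 1056 and 1831 at 3dpe, 1220 and 1825 at 7dpe, 880 and 1384 at 14dpe, and 521 and 922 at 21dpe. With median-of-ratios size factors they were 1053 and 1838, 1144 and 1906, 798 and 1463, and 500 and 964. Both scalings raise all expression in Normal, where few isotigs hold many reads, so up-regulated calls are lost and down-regulated calls gained.

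An assumed BCV of 0.4 adds spread between animals that the exact test leaves out. DEGs up and down were then 69 and 208 at 3dpe, 62 and 167 at 7dpe, 13 and 39 at 14dpe, and 11 and 13 at 21dpe, and 319 isotigs were DEGs at any stage. Between 3dpe and 7dpe 0 and 3 were left, between 14dpe and 7dpe 17 and 1, and between 21dpe and 14dpe 3 and 3. An assumed BCV of 0.1 gave 1805 up and 901 down at 3dpe, 1910 and 910 at 7dpe, and 654 up at 21dpe. Between 3dpe and 7dpe it gave 131 up and 148 down. It left 233 down between 14dpe and 7dpe, and 87 up and 75 down between 21dpe and 14dpe.

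Detection depends on depth. With at least 10 unique reads, 9844 isotigs were detected in Normal, 12004 at 3dpe, 12536 at 7dpe, 11810 at 14dpe and 11458 at 21dpe. Isotigs found at 1 stage only numbered 27 at 3dpe, 24 at 7dpe, 11 at 14dpe and 15 at 21dpe with at least 3 unique reads, and 0, 1, 0 and 1 with at least 10. These lists consist mostly of single reads, so depth limits what they show.

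Pathway counts moved in the same way, in lists that hold only DEGs. For pathways listed as up, up-regulated isotigs at 3, 7 and 14dpe were 17, 15 and 9 with TMM effective library sizes and 17, 13 and 8 with median-of-ratios size factors. A BCV of 0.1 gave 23 at 7dpe and 13 at 14dpe, and a BCV of 0.4 gave 1, 0, 0 and 0 at the 4 stages. For pathways listed as down, a BCV of 0.4 left 24, 23, 6 and 3 down-regulated isotigs. For mixed pathways, up-regulated isotigs were 17 at 3dpe with TMM effective library sizes and 17, 27 and 21 at 3, 7 and 14dpe with median-of-ratios size factors. A BCV of 0.4 left 0, 0, 1 and 2 up-regulated and 22, 17, 8 and 2 down-regulated.

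Among the 336 gene results, ratios against Normal that reversed were near 0 and followed the raised level of Normal. With TMM effective library sizes and median-of-ratios size factors in turn, syndecan (isotig03217) went to -0.21 and -0.25 at 7dpe and to -0.36 and -0.41 at 14dpe, and to -0.01 at 21dpe with median-of-ratios only. MMP16 (isotig14227) went to -0.03 and -0.06 at 21dpe, myosin V (isotig15711) to -0.14 and -0.17 at 21dpe, and BMP (isotig17483) to -0.45 and -0.45 at 3dpe. Wnt6 (isotig18112) went to -0.24 and -0.27 at 21dpe, gamma-tubulin (isotig23490) to -0.5 and -0.54 at 7dpe, and Hox9/10 (isotig23550) to -0.02 and -0.02 at 3dpe. Apart from the level of Normal, Hox9/10 between 21dpe and 14dpe went from -0.03 to 0.0 and 0.02. Some ratios not counted among these reversals also changed sign with TMM effective library sizes. Fatty acid binding protein 2 (isotig19264) went from 0.18 to -0.21 at 14dpe. At 21dpe, neurogenic locus notch (isotig17381) went from 0.05 to -0.3 and isotig18996 from 0.29 to -0.06.

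The replicate block was not run because each condition has 1 library.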

Differences from the paper's values

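Of 362 values compared with the paper, 15 were marked as different, a count that leaves some differences out. The paper's total of DEGs is below the 5189 found here, and its number of isotigs only at 3dpe is above 385. In Table 6 the printed FDR of isotig15821 is larger than the computed 5.8e-191. For isotig20235, isotig26466, isotig03622, isotig24215 and isotig10431 the printed FDR is above 0.001, and the computed values are 0.00046, 0.00043, 0.00038, 0.00066 and 0.00066. In Table 6, 6 log2 ratios of 3dpe against 7dpe have the opposite sign. The paper marks these 6 isotigs as down-regulated, the direction computed here, so only the printed sign differs. The paper's value is 4.2511 for isotig03622 and the computed value -4.2511. For isotig24215 the paper's value is 4.1807 and the computed value -4.1807, and the same holds for isotig10431 (the paper's 4.1807, computed -4.1807). For isotig08953 the paper's value is 3.7168 (computed -3.7168), for isotig28826 the paper's is 3.6137 (computed -3.6137), and for isotig22672 the paper's is 3.5593 (computed -3.5593). No alternative set before the files arrived closed these gaps.

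In Table 7, 9 RNA-Seq fold changes differ. LDP (isotig19602) at 21dpe is 28.229 in the paper and 19220 here. With 1 read added to each count, an alternative set before the files arrived, it was 20.7, within 1.5 times of the paper's value without equalling it, and the other alternatives stayed outside that range. CRBP (isotig24421) is 3.21E-06 in the paper at both 7dpe and 14dpe, and 0.001824 and 0.1888 here. PCSK (isotig27993) is 1.70E-07 at 7dpe, 1.58E-03 at 14dpe and 1.44E-02 at 21dpe in the paper, and 0.001032, 0.006443 and 0.04004 here. LOC (isotig13998) at 14dpe is 4.28E-03 in the paper and 0.07123 here. None of the alternatives set before the files arrived came within 1.5 times of the paper's values for CRBP, PCSK and LOC.

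TAG (isotig14917) is 1.67E-02 at 14dpe and 3.66E-02 at 21dpe in the paper, and 0.03155 and 0.06612 here. Scaled by TMM effective library sizes the values were 0.02421 and 0.05189, and median-of-ratios size factors gave 0.02339 and 0.0509. These 2 alternatives came within 1.5 times of the paper's values without equalling them, and the others did not.

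Some statements of direction or extent also differ. The paper gives the larger number of DEGs between 3dpe and 7dpe as up-regulated, and here 255 were up and 280 down, as in the rows of Table S2. TMM effective library sizes gave 252 up and 284 down, and median-of-ratios size factors turned the order around, with 274 up and 262 down. The paper marks changes in Tables 10 to 12 by arrows, and of 105 pairs with an arrow 53 were past the DEG threshold and 52 were not. The paper states a change of all cytoskeletal genes at 3dpe or 7dpe, and 5 of 9 passed there. The paper states that all MMP genes but MMP14 rose, and MMP16 (isotig14227) and MMP19 (isotig13187) were past the threshold, while MMP1, MMP12 and MMP20 were not. The paper states that krueppel-like6 fell, and its FDR was 0.42 at 3dpe (isotig28523).

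The paper names heat shock protein 70 as found at 3dpe only, and isotig00995 was, with 5 reads, while isotig00993 had 15, 14, 5 and 5 reads at the 4 stages. It names vesicle-associated protein as found at 7dpe only, and isotig01421 was, with 4 reads, while isotig07540 had 163 reads in Normal. The paper has orthodenticle, cyclin B3 and Hu/elav isoform 7 differentially expressed throughout, and their FDR at 21dpe was 0.7 (isotig14713), 0.19 (isotig20604) and 0.67 (isotig04941). The paper has RT-PCR changes smaller in most data, and with 1 read added to each count they were smaller in 37 of 80 pairs.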

Other observations

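More isotigs were DEGs up than down at 3dpe against Normal. If abundant isotigs in Normal (composition) were the cause, the prediction written before the test was a ratio of up to down between 1/1.5 and 1.5 under other scalings. It was 0.58 with TMM effective library sizes and 0.57 with median-of-ratios size factors, below that range. The pattern turned around under both scalings. Both raise all expression in Normal, so the turn says little about the cause, and the pattern cannot be told apart from composition.

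The number of DEGs fell from 7dpe to 21dpe. With every library drawn down to the smallest total, DEGs numbered 3524 at 7dpe, 2495 at 14dpe and 1531 at 21dpe, so differences in library size do not account for the fall. Each stage is 1 pool, and a difference between the pools unrelated to the stage was not tested as a cause of the fall. The size of the counts is a separate matter. With an assumed BCV of 0.4, 7.88% of the DEGs at 3dpe were left, under the share set before the test. With an assumed BCV of 0.1, 2706 DEGs were left at 3dpe and 2820 at 7dpe. How far the counts rest on spread the exact test does not see thus depends on the BCV. That BCV cannot be estimated from 1 library per stage. At a BCV of 0.4 the counts still fell, with 62 up and 167 down at 7dpe, 13 and 39 at 14dpe, and 11 and 13 at 21dpe.

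Isotigs found only at 3dpe were 1.58 times the number expected when each isotig's reads are spread by library totals, above the limit of 1.5 written before the test. Spread by TMM effective library sizes, a test whose prediction was written after that result, they were 1.38 times the expected 278.4, within that limit. The limit is on the ratio only: the 385 isotigs lie far outside the sampling spread of the expected number (standard deviation 15.0), so random sampling of isotigs with few reads does not account for the whole excess even with composition allowed for. The cause of the rest was not tested.

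Of the 15 named isotigs with 0 reads in Normal that were examined, 2 had a neighbouring isotig with the same Blast hit and reads in Normal. Both were H3.3 histone (isotig01384 and isotig01386). Named isotigs with 0 reads in Normal and few elsewhere, such as Wnt8 (isotig14310, 4 reads at 3dpe), were not among the 15. Only 10 of the 15 have a Blast hit, and only 8 of these also have a neighbour with a Blast hit, so the test could not be made for the rest. Reads shared between near-identical isotigs, which unique counting drops, could explain these 2 and are not excluded for the isotigs left untested. No biological explanation was tested.

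In Table 7, 9 RNA-Seq fold changes differ from the counts. If the printed value were that of another isotig with the same name in Tables 2 to 5, a prediction written after the match was seen, most would equal the fold change of such an isotig at 3 digits. In 8 of 9 they did: LDP at 21dpe has that of isotig19374 (28.228), CRBP at 7dpe and 14dpe that of isotig11232, PCSK at the 3 later stages those of isotig15359, isotig07647 and isotig15283, and TAG at 14dpe and 21dpe that of isotig14718. For LOC at 14dpe the paper prints 4.28E-03, and isotig21801 has 0.004285, which rounds up at 3 digits.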
